# Jianwei Xiaoshi oral liquid attenuates high-calorie diet-induced dyspepsia in immature rats via regulating the pancreatic secretion pathway and maintaining the homeostasis of intestinal microbiota

**DOI:** 10.1186/s13020-024-01052-3

**Published:** 2025-01-04

**Authors:** Yan Zhang, Xiaolu Wei, Shan Jiang, Wenya Gao, Kun Wang, Hongjie Wang, Huijun Wang, Nan Si, Yanyan Zhou, Keke Luo, Mengxiao Wang, Yuyang Liu, Lihua Chen, Liqi Ni, Haiyu Zhao

**Keywords:** Jianwei Xiaoshi oral liquid, Gut flora, Short-chain fatty acids, Transcriptome, High-calorie diet-induced dyspepsia

## Abstract

**Background:**

Jianwei Xiaoshi oral liquid (JWXS), a classical traditional prescription comprising various edible medicinal plants, has demonstrated significant efficacy in treating paediatric indigestion. It originates from Jianpi Pill, which is developed in the Ming Dynasty and nourishes the spleen and regulates gastrointestinal function. However, the specific molecular mechanisms involved remain unclear.

**Methods:**

To elucidate the material base of JWXS and its underlying mechanism in treating dyspepsia, the UHPLC–Q–Orbitrap HRMS method and network pharmacology were utilized. This was followed by pharmacological experiments, transcriptomics analyses and gut microbiota studies to further investigate the effects of JWXS on dyspepsia.

**Results:**

A total of 105 compounds, mainly flavonoids, alkaloids, organic acids and cyclic peptides, were identified. According to the five principles of generic drug properties, 43 candidate compounds were screened out. Their efficacy was verified through gastric emptying and intestinal propulsion experiments. Transcriptomic analysis revealed that JWXS primarily alleviated dyspepsia symptoms by regulating the secretion of 8 key proteins in the pancreatic secretion pathway. The differences in the gut microbiota, as identified through 16S rRNA and ITS2 sequencing, were subsequently more pronounced than those observed in the bacterial microbiota of the model group. In total, 15 differential bacteria and 16 differential fungi were identified. Targeted metabolomics analysis of SCFAs revealed a significant decrease in valeric acid (VA), acetic acid (AA), and isovaleric acid (IVA) levels in the model group, which were restored to the corresponding levels after the administration of JWXS. Correlation analysis revealed that VA, AA, and IVA were positively correlated with *Lactobacillus* and *Bacteroide*s, and negatively correlated with *Aspergillus* and *Candida*. This further suggested that JWXS might alleviate symptoms of indigestion by regulating the composition of the microbiota, increasing the variety and quantity of beneficial bacteria, reducing fungal contamination, and further increasing the levels of SCFAs in the body.

**Conclusion:**

JWXS improved functional dyspepsia in immature rats via a mechanism involving the regulation of the secretion of 8 key proteins in the pancreatic secretion pathway and the amelioration of flora disorders.

**Graphical Abstract:**

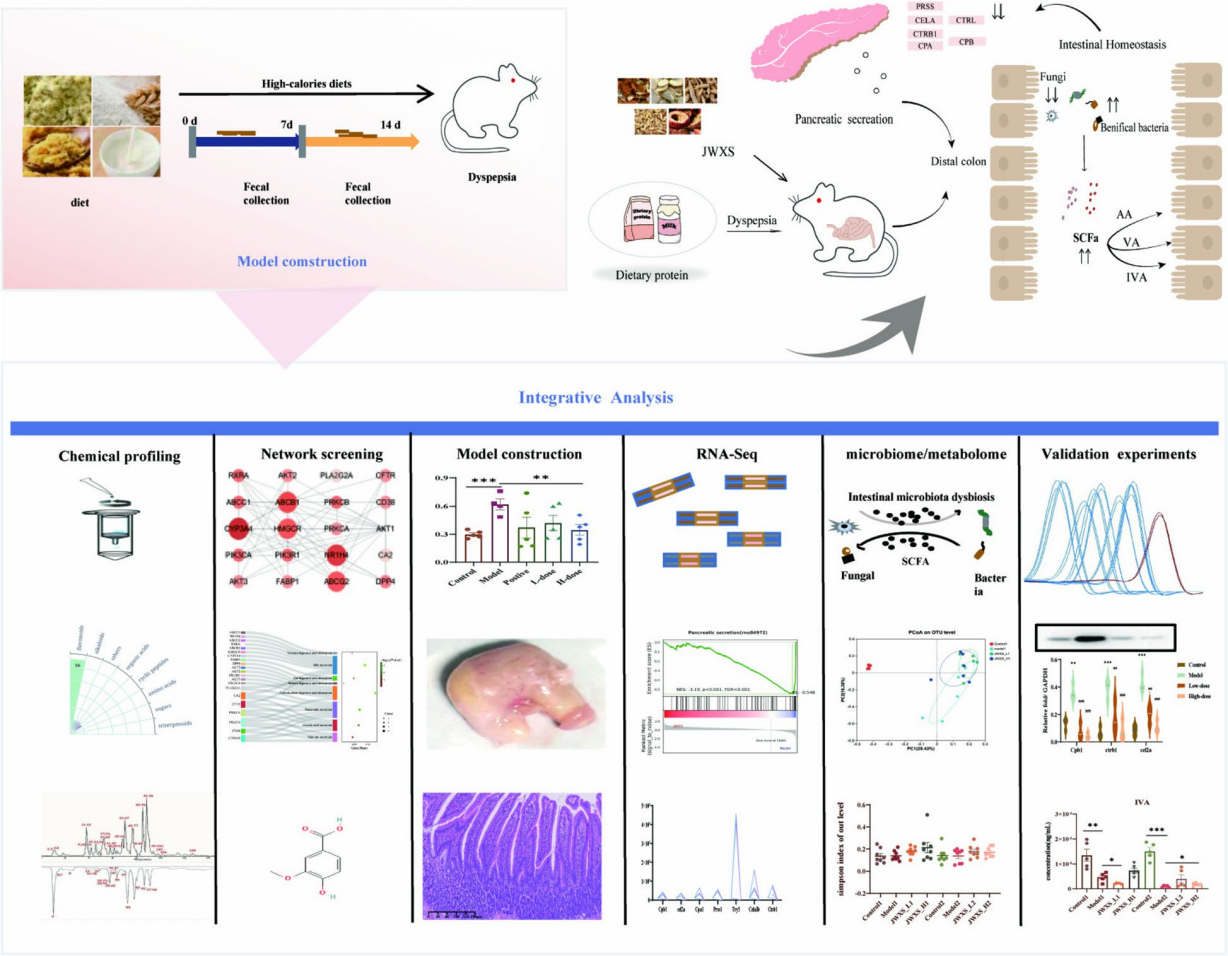

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13020-024-01052-3.

## Background

Dyspepsia, commonly referred to as digestive dysfunction, is not a standalone disease but rather a spectrum of symptoms indicative of either functional or organic anomalies within the digestive tract. It manifests in two primary forms: organic indigestion and functional dyspepsia (FD). Factors such as gender, age, race, diet, and environment have been identified as contributing to its pathogenesis [1, 2]. FD is a common chronic nonorganic gastrointestinal disease. To date, the aetiology of FD remains elusive. FD is widely believed to be associated with delayed gastrointestinal emptying, altered gastrointestinal hormone levels, a damaged duodenal barrier and a disordered gut microbiota [3, 4]. The gut microbiota might play a significant role in the pathophysiological processes of FD. Studies have shown that the gut microbiota and the brain‒gut axis maintain a bidirectional connection, thereby regulating gastrointestinal function [5, 6]. Additionally, studies have indicated that modifying the type and composition of the gut microbiota could serve as a safe and efficacious therapeutic approach for alleviating FD symptoms [7, 8]. Moreover, the digestive enzymes secreted by the pancreas significantly influence the composition and function of the gut microbiota, and the metabolites produced by the gut microbiota can, in turn, impact the function and disease status of the pancreas [9]. When pancreatic secretion function is impaired, these nutrients may not be fully digested, resulting in symptoms such as bloating, abdominal pain, flatulence, and steatorrhea. Therefore, evaluating pancreatic secretion function and providing timely treatment for patients with indigestion are crucial [10]. JWXS, a blend of five medicinal and edible homologous herbs, including *Pseudostellariae Radix* (Taizishen), *Citrus Reticulatae Pericarpium* (Chenpi), *Crataegi* Fructus (Shanzha), *Dioscoreae Rhizoma* (Shanyao) and *Hordei Fructus Germinatus* (Maiya), has been used clinically to alleviate dyspepsia, particularly in children and elderly individuals. In clinical practice, it can be utilized either as a standalone treatment or in combination with other medications, such as domperidone or cisapride. Research has demonstrated that JWXS is a traditional Chinese patent medicine, leading to a low incidence of side effects, which can improve the gastric emptying rate and reduce adverse reactions to long-term medication [11]. In the formula, *Pseudostellariae Radix* is a sovereign herb known for its ability to strengthen the spleen and aid in digestion, which is accompanied by the ability of *Citrus Reticulatae Pericarpium* to regulate and strengthen the spleen and enhance digestion to alleviate stagnation. When combined with *Pseudostellariae Radix*, *Dioscoreae Rhizoma*, which nourishes the spleen and stomach, further strengthens the spleen and aids in digestion. Both are classified as ministerial herbs. *Hordei Fructus Germinatus* aids in digestion by invigorating the spleen and enhancing appetite. *Crataegi* Fructus can be used to resolve all kinds of food stagnation, particularly flesh and greasy indigestion. *Hordei Fructus Germinatus* aids in digestion and resolves accumulation. These two compounds serve as adjuvant herbs. Together with the other three herbs, these compounds work synergistically to enhance digestion. The JWXS formula was modified from jianpi pill in the Ming Dynasty (Prescriptions for Universal Relief, Standards for Diagnosis and Treatment, Parenting Family Secrets), Qing Dynasty (Collected Exegesis of Recipes, Cihang set) and Republic of China (Paediatric criterion), which involve invigorating the spleen, conditioning stomach qi and promoting digestion. Notably, in 2020, the share of traditional Chinese patent medicines for stomach strengthening and digestion accounted for a significant portion (47.06%) of the pharmaceutical market in urban public hospitals in China. To date, studies on JWXS have focused mainly on establishing quality standards and observing clinical efficacy [12]. However, investigations into its active components and the mechanism of digestion have been limited.

Consequently, the purpose of this study was to elucidate the material basis of JWXS and uncover its mechanism in ameliorating FD. This study commenced with the identification of the bioactive compounds of JWXS via LC‒MS and network pharmacology. An integrated approach encompassing pharmacological experiments, transcriptomics, gut flora analysis (16S rRNA and ITS2 techniques) and metabolomics was subsequently employed to investigate the efficacy and mechanism of JWXS in immature rats. Additionally, the study examined the implications of these variations on host health and the underlying mechanisms. This research provides a theoretical foundation for the judicious use of JWXS in dyspepsia treatment.

## Materials and methods

### Chemicals and reagents

High-calorie feed preparation: Fish floss was ground into powder and then mixed with soybean powder, flour and milk powder at a ratio of 1:2:1:1. Similar to regular feed, this mixture was shaped into small pieces, baked in an electrothermal constant-temperature blast drying oven at 40 °C to 45 °C, dried, sterilized and stored in a refrigerator at 4 °C for later use.

A custom-made high-protein mixture of milk powder and water was combined at a mass ratio of 52:48 and stirred evenly to make a milk solution with a mass concentration of 520 g/L, which was freshly prepared before each gavage.

High-calorie feed was collected in Beijing Anmosais Biotechnology Co., Ltd. (Beijing, China). The chemical reference substances for component analysis were obtained from Beijing Saibaicao Technology Co., Ltd. (Beijing, China), including quinic acid, citric acid, chlorogenic acid, rutin, quercetin, synephrine, neohesperidin, naringin, hesperetin, nobiletin and ursolic acid. The purity of all standards was greater than 98% by HPLC. The acetic acid (AA), propionic acid (PA), butyric acid (BA), isobutyric acid (IBA), valeric acid (VA), isovaleric acid (IVA), hexanoic acid (HA) and 4-Methylvaleric acid (4-MA, internal standard) were purchased from Sigma-Aldrich (Missouri, USA). JWXS and cisapride were offered by Jichuan Pharmaceutical Group Co., Ltd (Jiangsu, China) and Jingxin pharmaceutical Co., Ltd. (Zhejiang, China), respectively.

AccuBond^II^ SPE ODS-C_18_ cartridges (100 mg, 1 mL) and ProElut C_18_ cartridges (50 mg, 1 mL) were purchased from Beijing Dikma Technology Co., Ltd. (Beijing, China) and Agilent Technologies Co., Ltd. (Beijing, China), respectively.

MS-grade acetonitrile and methanol were obtained from Fisher Scientific (Fair Lawn, NJ, USA); deionized water was produced by a Milli-Q water system (Millipore, Bedford, MA, USA); MS-grade formic acid was purchased from Thermo Fisher Scientific (San Jose, CA, USA); and other chemicals and solvents were of analytical grade.

### Animals and grouping

Seventy-five SPF newborn male Sprague–Dawley (3–4-week-old) rats were procured from Beijing Vital River Laboratory Animal Technology Co., Ltd. and housed under a natural light–dark cycle at a temperature of 25 ± 2 ℃and a relative humidity of 55 ± 10%. The animals were allowed access to food and water ad libitum.

The animals were randomly divided into 5 groups: the control, model, positive (cisapride, 5 mg/kg/d), high-dose (4.28 mL/kg/d) and low-dose groups (2.14 mL/kg/d).

All groups except the control were fed high-calorie feed. From the second day, the 52% milk mixture (2 mL/100 g) was administered bidaily via gavage [13, 14]. Treatment commenced from the first day, with the control group receiving saline. The rats were consistently weighed via the same scale.

## Identification of JWXS components

### Sample preparation

A ProElut C_18_ solid-phase extraction column and AccuBond^II^ SPE ODS-C_18_ cartridge were pretreated for analysis of the JWXS solution. The procedure involved 1 mL of methanol for activation, 1 mL of pure water for equilibration, sample loading, 1 mL of pure water for elution and 1 mL of methanol for elution. The elution mixture was subsequently rotated and evaporated to dryness under N_2_ at 37 ℃ and reconstituted in 100 µL of methanol. After vortexing for 3 min and centrifuging at 12000 rpm at 4 ℃ for 10 min, 10 µL of the supernatant was used for analysis.

### Preparation of standard solutions

Individual standards were dissolved in methanol to prepare single reference substance stock solutions (1.0 mg/mL). These solutions were mixed and diluted with methanol to yield the standard solution (10 µg/mL).

### Instrumentation and experimental conditions

The experiments were performed on a Thermo Fisher Scientific UHPLC system (Dionex UltiMate 3000) coupled with a high-resolution LTQ Orbitrap Velos Pro (USA). The mass spectrometer was equipped with a heated electrospray ionization source. Chromatographic separation was achieved on a Waters ACQUITY UPLC HSS T3 (2.1 × 100 mm, 1.7 µm) at a flow rate of 0.3 mL/min. The injection volume was 10 μL and the column temperature was 35 ℃. The mobile phase A was 0.1% formic acid in water and the mobile phase B was acetonitrile. The elution gradient was optimized as follows: 0–1 min, 0% B; 1–5 min, 0–46% B; 5–11 min, 46–96% B; 11–14 min, 96% B; 14–14.1 min; 96–0% B; 14.1–17 min, 0% B.

LTQ Orbitrap Velos Pro was combined with UHPLC via an ESI interface. Positive and negative ion detection modes were simultaneously applied. The full MS scan range was *m/z* 100–900 and the resolution was 30,000. The acquisition software (Xcalibur 3.0, Thermo) continuously evaluated the full scan survey MS data as it collected and triggered the acquisition of MS/MS spectra depending on preselected criteria. The MS parameters were set as follows: sheath gas flow rate, 40 mL/min; aux gas flow rate, 10 mL/min; capillary temperature, 350 °C; ion spray voltage, ± 3.5 kV; and the MS^2^ experiments were data-dependent scans.

### Network pharmacology analysis

In order to explore the curative components and potential molecular targets of JWXS, network pharmacological analysis was performed. Firstly, compounds were collected based on mass spectrometry identification data with high abundance and supplemented by literature research. The components filtered by GI “absorption” were high, two or more of five indicators "Lipinski, Ghose, Veber, Egan, Muege" were "Yes" and the bioavailability score was greater than or equal to 0.5 (http://www.ch/). Next, the targets of components were predicted on SwissTargetPrediction (http://www.swisstargetprediction.ch/). Then, the disease targets were filtered on TTD (http://db.idrblab.net/ttd/), DrugBank (https://go.drugbank.com/) and GeneCards (https://www.genecards.org/). Only the common targets closely related to JWXS were retained by bioinformatics (http://www.bioinformatics.com.cn/). Subsequently, the hub genes were identified by Cyto-NCA plugin. Finally, the Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis was performed by OECloud tools (https://cloud.oebiotech.com) and a PPI network was constructed based on hub genes by cytoscape (3.8.2, USA).

### Therapeutic effect of JWXS in high-calorie diets

#### Observation of animals

The variation in daily body weight was monitored to evaluate whether the model was successfully established.

HE pathological staining of the duodenum and analyses of the gastric emptying ratio and percentage of carbon powder intestinal propulsion were performed to evaluate the efficacy of JWXS in immature rats fed a high-calorie diet.

#### Pathological examination

HE staining process: After modelling, the duodenums were separated quickly, rinsed gently with saline, fixed with fresh solution and fixed in 4% paraformaldehyde. Paraffin sections of 4 μm thickness were used for haematoxylin and eosin (H&E) staining. After the samples were fixed well, we strictly followed the SOP procedure for pathological experimental detection to trim, dehydrate, embed, slice, stain, seal and inspect the samples under a microscope.

#### Gastric emptying ratio

The whole stomach from each group was dissected and weighed. The stomach was then split along the small curvature, and the stomach contents were rinsed with physiological saline. After drying with filter paper, the weight of the gastric net was determined, and the percentage of residual gastric content was calculated.

$${\text{Residual rate of gastric content }}\left( \% \right)\, = \,\left[ {\left( {{\text{total weight of stomach}}\,{-}\,{\text{net weight of stomach}}} \right)/{\text{body weight}}} \right]\, \times \,{1}00\%$$

#### Intestinal propulsion rate

On the 14th day, carbon foam was given by gavage after JWXS/cisapride/normal saline was given by intragastric administration for 30 min. Another 30 min later, the rats were dissected. The lengths of the intestinal carbon foam propulsion and small intestine in the different groups were measured and recorded.

$${\text{Intestinal propulsion }}\left( \% \right)\, = \,{\text{advanced length ofsemisolidpaste}}/{\text{total length of the small intestine}}\, \times \,{1}00\% .$$

### Transcriptome analysis and qRT‒PCR validation

#### Transcriptome analysis

The duodenums were ground into powder with liquid nitrogen. Total RNA was extracted from the duodenum with TRIzol (Qiagen, China) according to the manufacturer’s instructions. RNA purity and quantification were determined via a NanoDrop 2000 spectrophotometer (Thermo Scientific, USA), and RNA integrity was assessed via an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). The transcriptome library was constructed via the VAHTS Universal V5 RNA-seq Library Prep Kit (Vazyme, China) following the manufacturer’s protocol. Transcriptome sequencing and analysis were performed by Shanghai Ouyi Biotechnology Co., Ltd. (Shanghai, China).

Fastp software was used to process raw reads into clean sequences. The clean data were mapped to compare with the GCF_015227675.2_mRatBN7.2 using HISAT2. The FPKM of each gene was calculated using Cufflinks and the sequence counts for each gene were obtained by HTSeqcount. Differential expression analysis was performed using the DESeq (2012) R package. *P* value < 0.05 and fold-change (FC) > 2 or FC < 0.5 were set as the thresholds for differential expressed genes (DEGs). GO (http://www.geneontology.org/) and KEGG pathway enrichment analysis (https://www.genome.jp/kegg/) of DEGs were performed to demonstrate the significantly enriched GO terms and metabolic pathways of DEGs in different groups.

#### **qRT-PCRvalidation**

 To validate the results of the RNA-seq differential gene expression analysis, quantitative real-time PCR (qRT‒PCR) was carried out on specific digestive system components (intestines). *β*-actin was used as an internal reference gene to normalize the gene expression level. The primer sequences were designed in the laboratory and synthesized by TsingKe Biotech on the basis of the mRNA sequences obtained from the NCBI database (Additional file 1: Table S1). qRT‒PCR was conducted using a Roche LightCycler 480 (Roche, Switzerland). Four biological and four technical replicates were used for each gene.

Reverse transcription was carried out via the use of HiScript III RT SuperMix for qPCR (+ gDNA wiper) (Vazyme, Cat. No. R323-01). Each RT reaction consisted of 1 μg of RNA, 4 μL of gDNA remover and 2 μL of 5 × HiScript III qRT SuperMix for qPCR, with a total volume of 20 μL. qRT‒PCR was performed in a 20 μL reaction mixture including 10 μL of Super Mix (2 ×), 1 μL of cDNA (10 μM), 6.36 μL of ddH_2_O and 2.64 μL of primer (10 μM/L). The PCR procedure was as follows: 95 ℃ for 10 s, followed by 40 cycles of 95 ℃ for 5 s and 65 ℃ for 1 min, with a 30 s elapse time for each cycle. The relative expression was estimated via the 2^–ΔΔCt^ method, with control group individuals used as a calibration control [15]. The relative expression results are presented as the fold change relative to that of the control individuals. Statistical significance (*P* < 0.05) was determined via one-way ANOVA.

#### Western blot analysis

Proteins were extracted with RIPA buffer supplemented with protease inhibitor cocktail and separated via SDS‒PAGE, followed by electrotransfer to polyvinylidene fluoride (PVDF) membranes. The samples were subsequently incubated with the corresponding primary antibodies, which included a Ctrb1 antibody (1:1000; Cell Signaling Technology, USA), a Cpa1 antibody (Cell Signaling Technology, USA), a Cel2a antibody (Cell Signaling Technology, USA) and a secondary antibody. The protein bands were visualized using an Enhanced Chemiluminescence Plus detection system (Thermo Fisher, MA, USA) with an enzyme-linked chemiluminescence reagent. The protein concentration was semiquantified via ImageJ (version 1.8.0; National Institutes of Health, Bethesda, MD, USA) and normalized to the corresponding quantification. GAPDH served as a loading control for total protein.

#### 16S rRNA and ITS2 amplicon sequencing

The faecal samples were collected for 0–6 h in metabolic cages after one week and at the end of modelling. The samples were then frozen on dry ice for gut microbiota detection. DNA was extracted via the E.Z.N.A. Rsoil kit (Omega Biotek, Norcross, GA, U.S.) according to the manufacturer’s protocol, detected via 1% agarose gel electrophoresis and quantified via a NanoDrop 2000 UV‒vis spectrophotometer (Thermo Scientific, Wilmington, USA). The primers used for amplification of the 16S V3-V4 region were 338F (5'-TGCTGCCTCCCGTAGGAGT-3') and 806R (5′-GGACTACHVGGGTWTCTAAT-3′). The primers used for ITS2 amplification were 5'-CTTGGTCATTTAGAGGAAGTAA-3' and 5'-GCTGCGTTCTTCATCGATGC-3', which were modified with a sequencing universal connector and a sample-specific barcode sequence. The PCR amplification products were verified via 2% agarose gel electrophoresis, purified via an AxyPrep PCR Cleanup Kit (Axygen, USA) and quantified via a QuantiFluor™-ST Blue fluorescence quantitative system (Promega, China). The amplification products were sequenced at 2 × 300 bp paired ends via the MiSeq Reagent Kit V39t (600 cycles) on an Illumina MiSeq PE300 platform by Chengdu Lilai Biotechnology Co., Ltd. (Chengdu, China). The sequences were spliced via FLASH software (FLASH v1.2.1.1) (Magoc & Salzberg, 2011) and filtered via Vsearch software (Vsearch v2.3.4). Taxonomy assignment was performed against the SILVA database (v138) in the case of bacteria, whereas the UNITE (v8.0) database was used for fungi. Rarefaction curves were computed for all the samples, and the relative abundance was subsequently estimated.

#### Short-chain fatty acids analyse

Fecal samples were ground into small graininess mixture. 30 mg fecal and 500 μL acetonitrile (containing 0.5% concentrated hydrochloric acid) were placed into a 1.5 mL centrifuge tube to homogenize at 3000 rpm/min for 180 s. The homogenates were centrifuged (12,000 r/min, 4 ℃) for 15 min and the supernatant was transferred to a new EP tube for later assay. The supernatant 190 μL and internal standard (100 μg/mL) 10 μL were mixed for testing. Samples were analyzed by 7000C GC-TQ gas chromatography–mass spectrometry (Agilent Technologies, Santa Clara, CA, USA).

The chromatographic column was a DB-FFAP (30 m × 0.25 mm i.d., 0.25 µm film, Agilent Technologies). Helium was used as a carrier gas at a constant flow rate of 1 mL/min. The oven program was set to the initial temperature of 50 ℃ for 2 min and then increased to 120 ℃ at a rate of 15 ℃/min, 170 ℃ at a rate of 5 ℃/min, 240 ℃ at a rate of 15 ℃/min and held at 240 ℃ for 3 min finally. The data were acquired in full scan mode and SIM mode (EI at 70 eV, ion source temperature at 250 ℃). The parent ion of AA, PA, BA, IBA, VA, IVA and 4-MA were *m/z* 43, 74, 43, 60, 60, 60, 60, and 55, respectively.

#### Data statistical analysis

All quantitative data were expressed as the mean ± standard error of the mean (SEM) and were analysed via unpaired Student’s t test for two groups and one-way ANOVA for multiple groups. Statistical calculations were performed with statistical significance, denoted by *p* ≤ 0.05. Spearman correlation analysis was conducted among genes, bacteria and fungal flora. Histograms were drawn using GraphPad Prism 8.0 (GraphPad Software, USA).

## Results

### Chemical composition analysis of JWXS

A total of 105 compounds were identified by comparing the precise relative molecular weights, ion fragments, reference materials and literature sources [16–22]. Their mass profile information and chromatographic peaks were detailed in Table 1 and Fig. 1A, B. The main chemical compounds included 56 flavonoids, 11 alkaloids, 1 triterpenoid, 11 organic acids, 10 cyclic peptides, 3 amino acids, 2 sugars and 11 compounds from other classes (Fig. 1C). Notably, 11 compounds, namely, synephrine, citric acid, chlorogenic acid, quinic acid, rutin, quercetin, neohesperidin, naringin, hesperetin, nobiletin and ursolic acid, were unambiguously determined by comparison with standard substances.

**Table 1:** Chemical constituents identification of JWXS in positive and negative ion mode

No	Rt (min)	Ion Mode	Molecular Formula	Theoretical value ( *m/z)*	Caculated value ( *m/z*)	Error (ppm)	Characteristic ion peak of MS^n^	Identifification Compound	Source
1	1.01	+	C_11_H_14_N_2_	175.1229	175.1195	1.90	60.0556,70.0652,116.0711	Gramine	A
2	1.05	+	C_6_H_14_N_4_O_2_	175.1190	175.1182	−4.07	112.08636,116.07010,130.09695,158.09181	Arginine	C, D
3	1.08	−	C_6_H_12_O_6_	179.0550	179.0559	5.17	131.0352,143.0351,161.0453	D-Sucrose	B
4	1.12^F^	+	C_9_H_13_NO_2_	168.1019	168.1020	0.39	91.0541,107.0491,135.0680	Synephrine	C
5	1.13^F^	−	C_7_H_12_O_6_	191.0550	191.0557	3.80	85.0295,127.0401,173.0453	Quinic acid	D
6	1.27	+	C_12_H_22_O_11_	343.1235	343.1219	− 4.66	145.04869,163.05914	Isomaltose	A
7	1.48	−	C_6_H_8_O_7_	191.0186	191.0194	3.93	111.0089	Isocitric acid	D
8	2.55^F^	−	C_6_H_8_O_7_	191.0186	191.0193	3.62	111.0089,173.0092	Citric acid	D
9	3.55	+	C_6_H_13_NO_2_	132.1019	132.1021	1.55	86.0965,115.0757	L-Leucine	B
10	3.79	−	C_19_H_24_O_4_	315.1591	315.1590	2.76	147.0816,163.0763,297.1492	1,7-Bis(4-hydroxyphenyl)−3,5-heptanediol	C
11	3.8	+	C_10_H_13_N_5_O_4_	268.1040	268.1042	0.71	136.0624,152.0584	Adenosine	A
12	3.92	+	C_9_H_13_NO	152.1069	152.1072	1.44	103.0542,121.0652	N-methyltyramine	A
13	3.97	+	C_10_H_15_NO	166.1226	166.1229	1.80	91.0542,103.0543,121.0650	Hordenine	A
14	4.17	−	C_6_H_6_O_3_	127.0390	127.0392	1.73	99.0440,109.0287	Phloroglucinol	D
15	4.20	+	C_9_H_11_NO_2_	166.0863	166.0865	1.23	103.0545,120.0814	Phenylalanine	A,B
16	4.37	−	C_9_H_17_NO_5_	218.1023	218.1026	1.24	88.0403,146.0820	D-Pantothenic Acid	B
17	4.45	−	C_8_H_8_O_4_	167.0339	167.0347	5.12	93.0346,123.0460	Vanillic acid	B
18	4.56^F^	−	C_16_H_18_O_9_	353.0867	353.0865	− 0.62	135.0453,179.0452,191.0564	Chlorogenic acid	D
19	4.58	+	C_14_H_20_N_4_O_3_	291.1463	291.1452	0.22	85.0295,119.0503	Coumaroyl-hydroxyagmatine	A
20	4.61	+	C_16_H_24_N_4_O_5_	353.1819	353.1829	2.67	336.1670	Sinapoyl-hydroxyagmatine	A
21	4.74	+	C_15_H_22_N_4_O_4_	323.1714	323.1718	1.42	145.0289,177.0555,305.1625	Feruloyl-hydroxyagmatine	A
22	4.75	+	C_14_H_20_N_2_O_3_	265.1547	265.1551	1.59	177.0553,248.1293	Feruloyl putrescine	A
23	4.79	+	C_27_H_30_O_16_	611.1607	611.1612	0.87		Lucenin-2	C
24	4.87	+	C_14_H_20_N_4_O_2_	277.1659	277.1653	1.29	147.0443,217.1337	p-Coumaroylagmatine	A
25	4.89	−	C_16_H_18_O_9_	353.0867	353.0868	0.23	135.0450,191.0556	4-Dicaffeoylquinic Acid	D
26	4.95	+	C_27_H_30_O_15_	595.1657	595.1664	1.06	457.1158,529.1376,577.1587	Kaempferol-3-O-glucose-rhamnoside	D
27	5.01	+	C_15_H_22_N_4_O_3_	307.1765	307.1769	1.44	177.0562,290.1539	Sinapoyl agmatine	A
28	5.03	−	C_27_H_30_O_15_	593.1501	593.1491	− 1.66	325.0728,353.0682,383.0791,473.1111,503.1212	Vicenin-2	C
29	5.03	−	C_27_H_30_O_15_	593.1501	593.1491	−1.66	285.0401,353.0682,383.0791,473.1111,503.1212	Lonicerin	C
30	5.03	−	C_27_H_30_O_15_	593.1512	593.1481	− 3.32	353.0682383.0791,473.1111	Saponarin	A
31	5.03	−	C_11_H_12_O_6_	239.0550	239.0557	2.91	149.0608,177.0557,179.0348	Eucomic acid	B
32	5.23	−	C_26_H_28_O_14_	563.0395	563.1395	0.00	353.0681,383.0791,473.1109,503.1210	Vitexin-O-xyloside/Apiin	C,D
33	5.24	−	C_9_H_8_O_4_	179.0338	179.0347	4.61	135.0452	Caffeic acid	D
34	5.44^F^	+	C_27_H_30_O_16_	611.1607	611.1592	− 2.42		Rutin	C,D
35	5.44	−	C_27_H_32_O_15_	595.1657	595.1650	− 1.29	287.0573,433.1509,549.2939	Eriocitrin/Neoeriocitrin	C
36	5.52	−	C_27_H_34_O_15_	597.1814	597.1818	0.61		Phloretin-3',5'-di-C-glucoside	C
37	5.55	+	C_26_H_30_O_8_	471.2013	471.2021	1.58		Limonin isomer	C
38	5.61^F^	+	C_15_H_10_O_7_	303.0499	303.0544	1.62	275.0565,285.1253	Quercetin	B,D,E
39	5.67	−	C_21_H_18_O_12_	463.0871	463.0886	− 1.06	151.0039,287.0562,301.0357	Hyperoside	D
40	5.69	−	C_21_H_20_O_11_	447.0922	447.0897	− 5.52		Orientin	C
41	5.71	+	C_22_H_22_O_11_	463.1235	463.1241	1.21	257.0929,343.0826,367.0826,445.1144	Diosmetin /Chrysoeriol-C-glucoside	C
42	5.83	+	C_28_H_32_O_16_	625.1763	625.1768	0.81	317.0675,463.1257, 479.1214	Diosmetin-6,8-di-*C*-glucoside[chrysoeriol-6,8-di-*C*-glucoside]	C
43	5.89	+	C_28_H_34_O_15_	609.1814	609.1793	− 3.51	286.0493,301.0724,463.1260	Hesperidin	C
44	5.96	+	C_29_H_32_O_17_	653.1712	653.1717	0.71	332.0544,347.0780,455.0992	Limocitrin-3-OHMG-*β*-glucoside	C
45	5.97	+	C_22_H_22_O_11_	463.1235	463.1236	0.31	255.2122,273.2227,319.2286,427.2502	Diosmetin /Chrysoeriol-C-glucoside	C
46	6.02	−	C_34_H_48_O_16_	711.2859	711.2849	− 1.34		Nomilinic acid Glucoside	C
47	6.09	−	C_34_H_46_O_15_	693.2752	639.2739	− 1.97		Nomilin glucoside	C
48	6.29^F^	+	C_28_H_34_O_15_	609.1814	609.1785	− 4.71	301.0727	Neohesperidin	C
49	6.33	−	C_20_H_24_O_9_	407.1336	407.1333	− 0.81	245.0823,325.2018	Anisodamine saponin A	D
50	6.43	+	C_25_H_35_O_6_N_5_	502.2660	502.2662	0.46	233.1295,261.1246278.1513,361.1890,389.1840,457.2466,474.2731,484.2573	Pseudostellarin A	E
51	6.43	+	C_28_H_34_O_14_	595.2021	595.2025	0.64	287.0929,397.1301,433.1514,449.1468,541.1730	Poncirin	C
52	6.48	+	C_32_H_38_O_17_	695.2182	695.2188	0.83	359.0758,389.1260	Pentamethoxyflavone-3-O-HMG-β-glucoside	C
53	6.49	+	C_32_H_38_O_18_	711.2131	711.2134	0.49	375.0731,377.0886,405.1203	Monohydroxy-pentamethoxyflavonol-3-O-HMG-β-glucoside	C
54	6.55	−	C_19_H_24_O_4_	315.1591	315.1597	1.95	121.0659,149.0609	Hannokinol	B
55	6.60	+	C_31_H_36_O_18_	697.1974	697.1982	1.06	343.0467,361.0577,376.0809,391.1050	7, 4-dihydroxy-5, 6, 8, 3-tetrame-thoxyflavonol-3-O-HMG-β-glucoside	C
56	6.66	+	C_33_H_46_N_8_O_8_	683.3511	683.3517	0.90	342.1829,513.2473,626.3335,665.3439	Pseudostellarin B	E
57	6.67	+	C_36_H_53_N_7_O_9_	728.3978	728.3983	0.77	502.2325,615.3173,700.4075,710.3904	Citrusin III	C
58	6.81	+	C_27_H_32_O_14_	581.1865	581.1874	1.65	419.1366	Narirutin	C
59	6.86	+	C_33_H_40_O_18_	725.2287	725.2298	1.46	223.0607,389.0894,419.1366	Naringin-3-*O*—(3-hydroxy-3-methylglutarate)—glucoside	C
60	6.93	+	C_32_H_38_O_18_	711.2131	711.2141	1.35	375.0736,377.0885,405.1200	monohydroxy-pentamethoxyflavonol-3-O-HMG-β-glucoside	C
61	7.01	+	C_40_H_58_N_8_O_8_	779.4450	779.4462	1.53	377.2575,405.2525,552.3218,751.4553	Heterophyllin B	E
62	7.09	−	C_18_H_32_O_5_	327.2177	327.2175	2.66	171.1031,183.1394,211.1342,229.1449	9,10-dihydroxy-8-oxo-12-octadEcenoic acid	A
63	7.11^F^	+	C_27_H_32_O_14_	581.1865	581.1874	1.55	419.1363	Naringin	C
64	7.16	+	C_34_H_53_N_7_O_9_	704.3978	704.3987	1.32	514.3052,591.3180,668.3813,686.3915	Citrusin I	C
65	7.21	+	C_38_H_56_O_10_N_8_	785.4192	785.4196	0.44	308.1984,438.3099,585.3816,629.3329,668.3436,767.4127	Pseudostellarin F	E
66	7.23	+	C_40_H_60_N_8_O_10_	813.4505	813.4506	0.13	471.2974,629.3693,666.3212,795.4439	Pseudostellarin C	E
67	7.29	+	C_36_H_55_N_7_O_8_	714.4185	714.4194	1.23	211.1451,324.2229	Pseudostellarin D	E
68	7.32	−	C_18_H_34_O_5_	329.2333	329.2331	2.64	211.1347,311.2233	Pinellic Acid	A
69	7.41^F^	+	C_16_H_14_O_6_	301.0706	301.0714	2.38	164.0114,199.0401,242.0582,286.0479	Hesperetin	C
70	7.49	+	C_20_H_20_O_8_	389.1231	389.1237	1.45	356.0911,361.0938,374.1017	Hydroxy-pentamethoxy flavonoid/Hydroxy-pentamethoxy flavonoid isomer	C
71	7.53	+	C_37_H_57_N_7_O_8_	728.4341	728.4356	2.02	197.1300,310.2133,457.2837,514.3055,627.3903,710.4286	Heterophyllin A	E
72	7.60	+	C_20_H_20_O_7_	373.1282	373.1287	1.37	315.0867,343.0837,358.1071	Isosinensetin	C
73	7.65	+	C_42_H_56_N_8_O_9_	817.4243	817.4251	0.99	354.1464,419.1450,467.2302,781.4066,799.4177	Pseudostellarin G	E
74	7.73	+	C_20_H_20_O_8_	389.1231	389.1231	0.04	328.0954,359.0779,374.1013	Hydroxy-pentamethoxy flavonoid/Hydroxy-pentamethoxy flavonoid isomer	C
75	7.77	+	C_45_H_67_N_9_O_9_	878.5135	878.5129	− 0.65	301.2942,849.4865	Pseudostellarin E	E
76	7.90	+	C_21_H_22_O_8_	403.1392	403.1387	1.18	165.0554,342.1114,373.0936,388.1173	5,6,7,3,4',5'-hexamethoxyflavone	C
77	8.00	+	C_20_H_22_O_7_	375.1438	375.1439	0.16	357.1335	5-hydroxy-2- (3-hydroxy-4,5-dimethoxyphenyl) −7,8-dimethoxy-4H-1-benzopyran-4-one	C
78	8.00	+	C_19_H_18_O_6_	343.1176	343.1183	1.88	181.0137,313.0723,328.0955	Tetramethoxyflavone	C
79	8	+	C_19_H_18_O_6_	343.1176	343.1180	1.24	299.0927,313.0723,328.0955	5, 6, 7, 4'-tetramethoxyflavone	C
80	8.08	+	C_20_H_20_O_7_	373.1282	373.1287	1.37	312.1008,343.0830,358.1063	Isosinensetin isomer	C
81	8.10	+	C_20_H_20_O_8_	389.1231	389.1236	1.38	345.0986,359.0778,374.1014	Hydroxy-pentamethoxy flavonoid/Hydroxy-pentamethoxy flavonoid isomer	C
82	8.10	−	C_15_H_16_O_3_	243.1015	243.1021	2.30	122.0373,137.0608	batatasin III	B
83	8.20	+	C_35_H_48_N_6_O_7_	665.3657	665.3665	1.11	330.1828,387.2048,534.2740,548.2899,647.3588	Heterophyllin D	E
84	8.20	+	C_26_H_30_O_8_	471.2013	471.2020	1.33		Limonin	C
85	8.25	+	C_20_H_22_O_7_	375.1438	375.1443	1.39	357.1335	5-hydroxy-2- (3-hydroxy-4,5-dimethoxyphenyl) −7,8-dimethoxy-4H-1-benzopyran-4-one	C
86	8.38	+	C_21_H_22_O_8_	403.1394	403.1387	1.55	165.0555,327.0880,373.0936,388.1171	5,7,8,3,4',5'-hexamethoxyflavone	C
87	8.39	+	C_18_H_16_O_5_	313.1070	313.1075	1.37	269.0821,285.0766,298.0844	5,7, 4'-trimethoxyflavone	C
88	8.44	+	C_20_H_20_O_7_	373.1282	373.1287	1.45	312.1008,343.0831,358.1063	Sinensetin	C
89	8.58^F^	+	C_21_H_22_O_8_	403.1393	403.1387	1.26	342.1115,355.0831,373.0938,388.1173	Nobiletin	C
90	8.58	+	C_19_H_18_O_6_	343.1176	343.1182	1.68	282.0903,299.0930,328.0955	Tetramethoxyflavone isomer	C
91	8.61	−	C_15_H_12_O_4_	255.0652	255.0654	0.72	137.0244, 268.0377	Liquiritigenin	B
92	8.86	+	C_22_H_24_O_9_	433.1493	433.1495	0.53	403.1047,418.1281	3,5,6,7,8,3',4-heptemethoxyfla-vone	C
93	8.89	+	C_22_H_24_O_9_	433.1493	433.1495	0.53	385.0938,403.1045,418.1279	Heptamethoxyflavonoid	C
94	9.03	+	C_19_H_18_O_7_	359.1125	359.1132	1.84	312.1013,326.0804,344.0883	monohydroxy-tet-ramethoxyflavone	C
95	9.03	+	C_20_H_20_O_7_	373.1282	373.1287	1.45	312.1017,343.0840,358.1074	Tangeretin-pentamethoxyflavone	C
96	9.10	+	C_21_H_22_O_9_	419.1337	419.1342	1.20	213.2284,279.2356,343.0834	Gardenin A isomer	C
97	9.15	−	C_30_H_48_O_5_	487.3418	487.3405	− 2.71		2,19-dihydroxyursolic acid	D
98	9.22	−	C_18_H_34_O_4_	313.2384	313.2369	− 1.26	277.2169,295.2274	9,10-dihydroxy-12Z-octadecenoic acid	A
99	9.29	+	C_19_H_18_O_7_	359.1125	359.1132	1.84	301.0728,330.0756,344.0911	Hydroxy-tetramethoxyflavone/Hydroxytetramethoxyflavone isomer	C
100	9.29	+	C_20_H_20_O_8_	389.1231	389.1241	− 0.83	253.1086,265.1085,361.0938,371.1510	Hydroxy-pentamethoxy flavonoid/Hydroxy-pentamethoxy flavonoid isomer	C
101	9.42	+	C_21_H_22_O_8_	403.1394	403.1387	1.55	355.0828,373.0936,388.1169	Nobiletin isomer	C
102	9.49	+	C_20_H_20_O_8_	389.1231	389.1241	2.61	132.1024,283.2643,359.0777,374.1013	Hydroxy-pentamethoxy flavonoid/Hydroxy-pentamethoxy flavonoid isomer	C
103	9.78	+	C_21_H_22_O_9_	419.1337	419.1346	2.13	371.0785,389.0890,404.1122	Gardenin A	C
104	10.00	+	C_19_H_18_O_7_	359.1125	359.1133	2.09	301.0720,329.0672,344.0908	Hydroxy-tetramethoxyflavone/Hydroxytetramethoxyflavone isomer	C
105	12.8^F^	−	C_30_H_48_O_3_	455.3519	455.3502	− 3.98		Ursolic acid	D

^A^*Hordei Fructus* Germinatus.; ^B^*Dioscoreae Rhizoma*; ^C^*Citrus Reticulatae Pericarpium;* ^D^*Crataegi* Fructus; ^E^*Pseudostellariae Radix*

^F^identified by comparison with reference standards

**Fig. 1:**
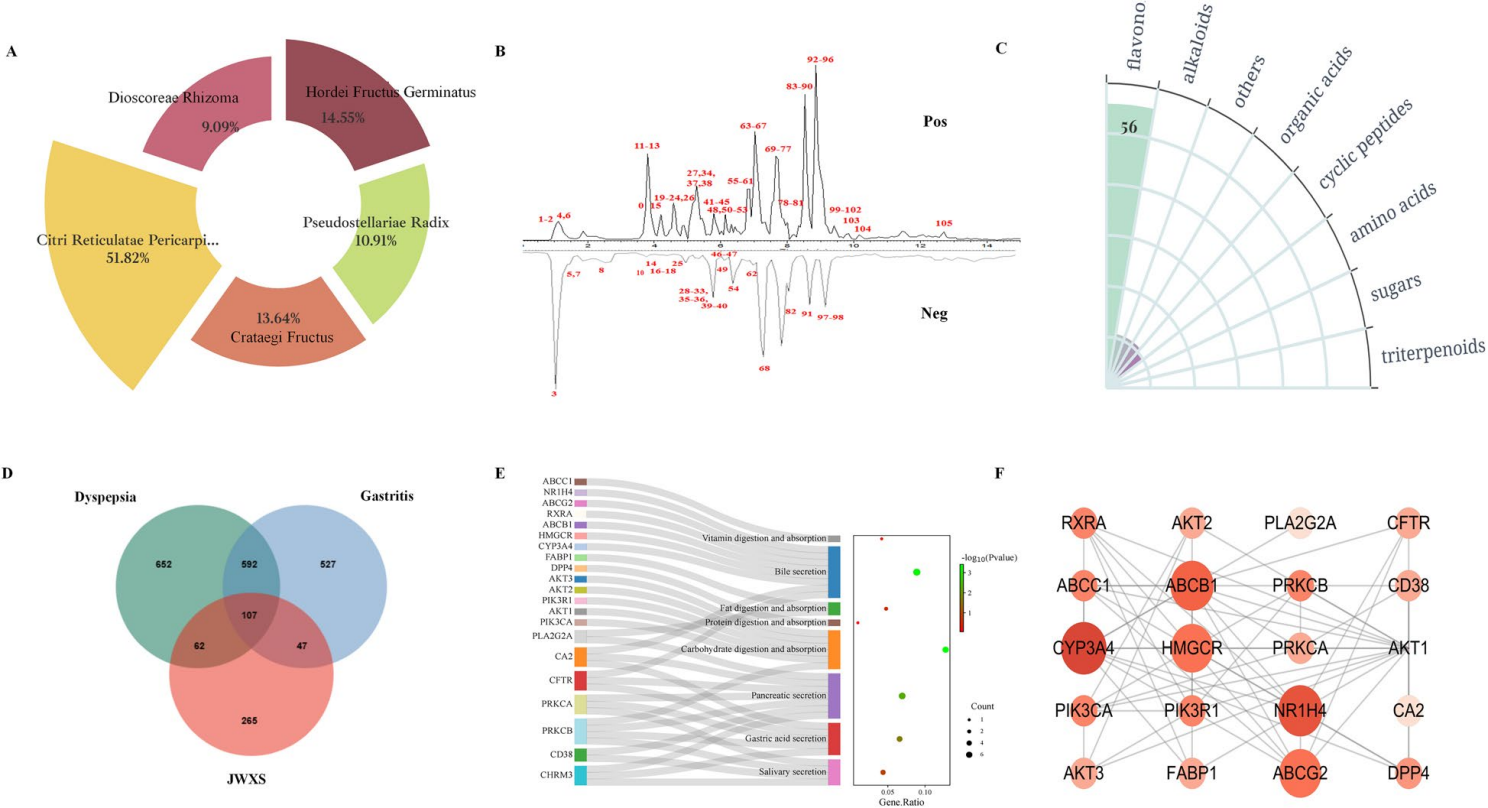
Identification compounds and genes in JWXS against dyspepsia. **A** The sources of each compounds. **B** The base peak chromatogram JWXS. **C** The classes of compounds. **D** Intersection analysis among the diseases genes of gastritis and dyspepsia and putative JWXS target genes. **E** KEGG pathways enriched in the gastrointestinal and digestive systems. **F** A PPI network with the 21 genes. The color depth and node size were determined by the degree value

### Network pharmacology analysis

While traditional Chinese medicine (TCM) herbal formulae provide valuable therapeutic strategies, the specifics of their active ingredients and interaction mechanisms remain unclear. In recent years, network pharmacology has emerged as a comprehensive approach to identify curative compounds and elucidate the underlying mechanism of action. By integrating component identification results with literature reviews, 43 compounds were identified through conditional screening, as detailed in Table S2 [23–25]. Combined with the SwissTargetPrediction database, a total of 3433 targets were initially retrieved with a probability threshold of ≥ 0.1; this number was narrowed down to 481 compound targets with numerous commonalities.

Given that dietary stagnation is a prevalent clinical issue, such as in anorexia and gastritis. We used "gastritis" and "dyspepsia" as the keywords in GeneCards and other databases to obtain 1273 and 1413 targets, respectively. A Venn diagram (Fig. 1D) revealed 107 intersecting targets, with 169 related to dyspepsia and 154 related to gastritis. The most direct impact of dyspepsia was on the digestive system. The gastrointestinal and digestive system pathways were distinguished via Kyoto Encyclopedia of Genes and Genomes (KEGG) functional analysis (Fig. 1E). The results are consistent with reality. The duodenum is the primary location for food accumulation and connects the stomach and the small intestine. It plays a crucial role in the collection of various digestive juices, including pancreatic juice, bile, and enzymes; digestion truly begins in the small intestine. Then, 21 hub genes were identified to construct a PPI protein interaction network in line with the degree value (Fig. 1F). The target genes were strongly associated with "gastric acid secretion", "pancreatic secretion", "bile secretion" and "carbohydrate digestion and absorption".

### Polypharmacology verification

JWXS has been used traditionally in China, particularly for children. Thus, the experiments were performed on neonatal rats. As shown in Fig. 2A, there were no initial weight differences between the control and model groups, but beginning on the 6th day, the model group presented symptoms of lethargy, bloating and gastrointestinal disturbances with significant weight gain reduction after 8 days, indicating that the model was established successfully. After JWXS administration, the weight loss of the rats in the JWXS-treated groups was slower than that in the model group.

**Fig. 2:**
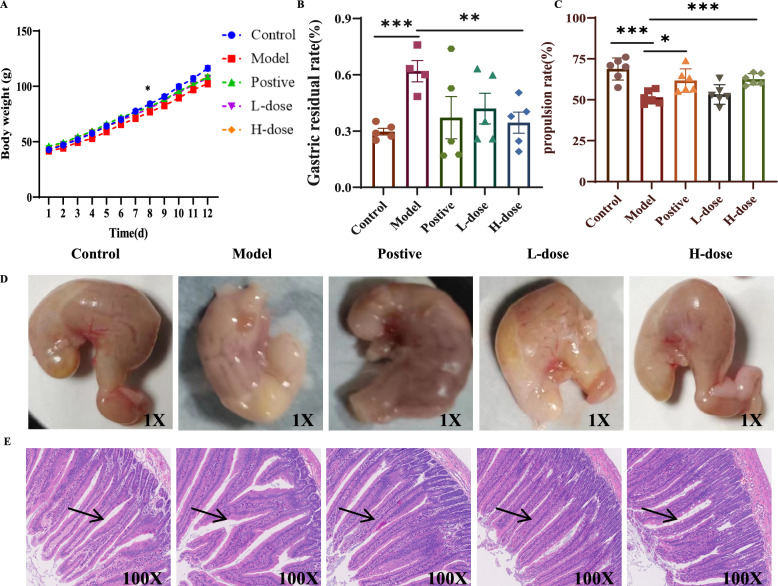
Evaluation analysis of JWXS's efficacy. **A** Daily body weigh records (n = 15). **B** Gastric residual rate (%) (n = 6). **C** propulsion rate (%) (n = 6). **D** Gastric appearance (n = 6). **E** HE staining analysis (n = 6)

A high-calorie diet leads to impaired gastrointestinal function, as indicated by gastric emptying function and intestinal propulsion ability. Compared with the model group, JWXS treatment effectively alleviated these symptoms, with high doses showing improvements compared with the positive control drug, cisapride (Fig. 2B, C). Additionally, the model group exhibited gastric surface protrusions, suggesting stomach inflammation, which was alleviated after JWXS treatment (Fig. 2D). The cisapride group still exhibited some inflammation protrusions, indicating its primary role in enhancing intestinal peristalsis.

In this study, congestion, stasis, bleeding, oedema, degeneration, necrosis, proliferation, fibrosis, organization, granulation tissue and inflammatory infiltration were observed via histopathological examination. As shown in Fig. 2E, no significant organic lesions were traced among the groups, which was consistent with the literature [4]. Compared with those in the control group, the villi in the duodenal tissue of the model group were shorter and wider. However, these pathological changes were reversed to varying degrees after treatment with JWXS. The corresponding changes in the HE-stained images has been labeled with black arrows.

### Transcriptomic and qRT‒PCR experiments

Gene expression was first examined in all the rats. 

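RNA from the duodenum of 4 rats of the control group, 4 of the model group and 4 of the JWXS group was sequenced, with 1 library per rat. The model and JWXS rats ate high-calorie feed and received a 52% milk mixture (2 mL/100 g) by gavage, and the JWXS rats also received JWXS oral liquid at 4.28 mL/kg/d. The authors trimmed the reads with fastp, mapped them to the rat assembly mRatBN7.2 with HISAT2 and deposited the FPKM of 18232 genes in each library. FPKM divides the fragments of a gene by its length and by the depth of the library, so a gene that takes a large share of a library lowers the FPKM of every other gene. Within a gene, the deposited FPKM were whole multiples of the value of 1 read, and this step was used to recover the reads behind each value, with 99.96% of the gene lengths it implied coming out whole. The recovered reads on genes ranged from 34.9 to 36.6 M in the control group (median 36.5 M), from 36.0 to 37.9 M in the model group (median 37.1 M) and from 34.8 to 35.0 M in the JWXS group (median 34.9 M). The paper gives the depth as giga bases of clean data instead. The FPKM were divided by median-of-ratios factors, and log2(scaled FPKM + 1) was compared between groups with limma in a single fit of all 12 libraries. The fit covered the 12439 genes with a mean FPKM of at least 0.5 over the 12 libraries. A pseudocount of 1 understates the fold change of genes with low FPKM. Genes with an unadjusted p-value under 0.05 and a fold change above 2 or below 0.5, the thresholds of the methods, were counted as DEGs. No count model was fitted to the FPKM, whereas the paper tested counts with a negative binomial distribution. Overlap between libraries and exact tests refer to the scaled values. With 4 libraries against 4, the smallest p-value of a two-sided exact permutation test is 0.0286.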

Overall, 80.89 giga base (GB) clean data were obtained, with each sample ranging from 6.47 to 7.01 GB and a Q30 score of 92.04% ~ 93.47%. The GC content was distributed in the range of 49.92% ~ 51.28%. 

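The Pearson correlation of log2(FPKM + 1) between libraries, taken across the 12439 genes, lay between 0.988 and 0.991 for the 6 pairs of control libraries. It lay between 0.979 and 0.990 within the model group and between 0.979 and 0.986 within the JWXS group. Between groups it ranged from 0.967 to 0.985 for control and model, from 0.956 to 0.978 for control and JWXS, and from 0.926 to 0.971 for model and JWXS. Genes are not independent replicates, so these coefficients describe the libraries and carry no test. The lowest coefficient of any pair fell from 0.926 to 0.896 when only genes with a mean FPKM of at least 2 were kept. Without model replicate 2, the lowest coefficient was 0.941.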

A correlation heatmap was generated to show that the data distribution of the gene expression levels in the samples was basically consistent (Fig. S1A). The genome alignment of each sample was subsequently obtained, with an alignment rate of 97.66% ~ 98.34%. The above results showed that the data could be used for further analysis.

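PCA of log2(scaled FPKM + 1) over the 12439 genes placed 52.7% of the variance on PC1 and 12.1% on PC2. The PC1 scores of the JWXS libraries lay between 22.2 and 40.8, those of the control libraries between -11.8 and -2.32, and those of the model libraries between -39.4 and -16.0, so no groups overlapped on PC1. Among the 50 genes with the largest PC1 loadings, 28 belonged to lists of pancreatic enzyme, acinar and islet genes, and those lists held 52.2% of the squared loadings. With these genes left out, PC1 held 36.1% of the variance. PC1 then still parted the JWXS libraries, at -27.0 to -14.9, from the control libraries, at -2.06 to 6.17, and from the model libraries, at 10.5 to 31.6. The lists do not hold every pancreatic gene, and several trypsin genes stayed in. The remaining separation is therefore no evidence of a difference outside pancreatic genes. Scaling each gene to unit variance lowered the share of PC1 most, to 17.6%.

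**Figure D1:**
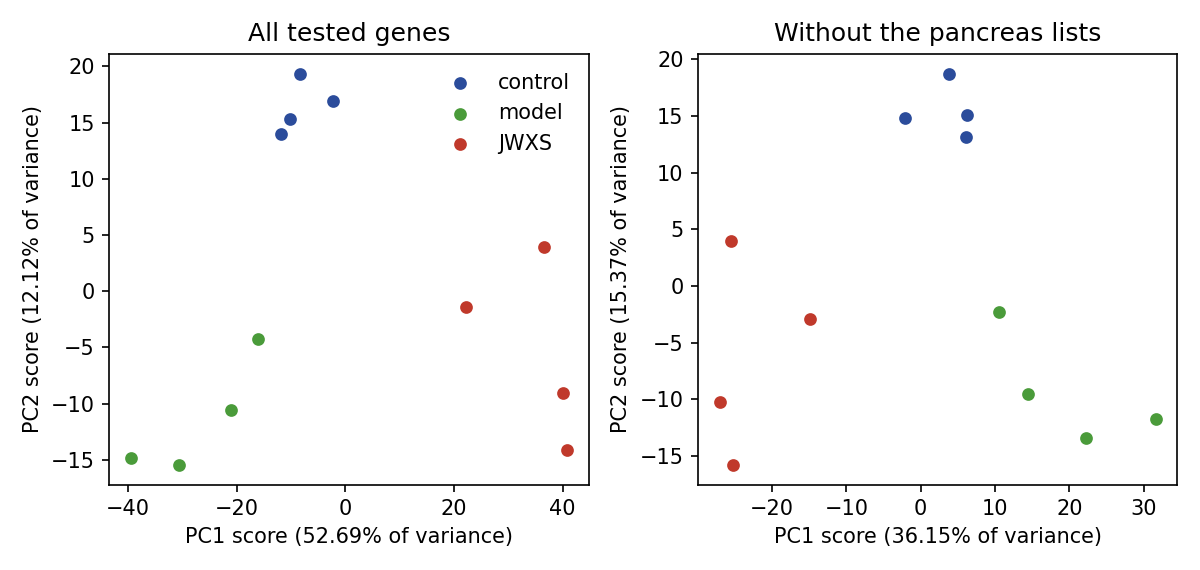
Scores of the 12 libraries on PC1 (horizontal axis) and PC2 (vertical axis) from log2(scaled FPKM + 1), with 1 point per library coloured by group, for all 12439 genes (left) and without the pancreas lists (right). On the left, the JWXS libraries lie at PC1 scores of 22.2 to 40.8 and the model libraries at -39.4 to -16.0; the sign of a component is arbitrary.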

Principal component analysis (PCA) effectively distinguished the JWXS, control, and model groups, as depicted in Fig. 3A. The quantification of gene expression in each sample was standardized via DESeq2 [26]. This standardization employs BaseMean values to estimate expression levels, calculate fold changes and conduct significance testing via a negative binomial distribution test (NB). Differential gene expression was identified on the basis of the criteria of a fold change (FC) greater than 2 and a *p* value less than 0.05. Figure S1B illustrated the number of genes uniquely and commonly expressed across different comparative groups. 

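Between the model and control groups, 106 genes passed the thresholds for DEGs, of which 92 were higher and 14 lower in the model group. With Benjamini-Hochberg adjustment and the same fold change, 31 genes remained under an adjusted p-value of 0.05, 26 of them higher, and as a ratio this choice moved the count most. On the FPKM as deposited, without further scaling, the median log2 fold change of all genes was -0.23 and 51.6% of the DEGs were higher in the model group, against 86.8% after scaling. The 5 genes with the largest log2 fold change among those with an adjusted p-value under 0.05 and no overlap between the groups were all trypsin genes, namely LOC683849, LOC102554637, LOC286960, Prss3 and Try5. LOC683849 had a log2 fold change of 10.02 (standard error 0.55, adjusted p = 4.07e-06 from limma) and LOC102554637 one of 8.84 (standard error 0.57, adjusted p = 1.36e-05 from limma). The log2 fold change was 7.48 for LOC286960 (standard error 0.67, adjusted p = 0.000378 from limma), 5.83 for Prss3 (standard error 0.90, adjusted p = 0.0121 from limma) and 5.19 for Try5 (standard error 1.04, adjusted p = 0.0425 from limma). These trypsin genes are close paralogs, and the authors' counting could have split reads between them, so the values of single members are uncertain. Of the 12439 genes, 1419 had no overlap between the 4 model and 4 control libraries, a pattern that chance gives for 2.86% of genes.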

In the model group relative to the control group, a total of 243 DEGs were identified, including 161 upregulated and 82 downregulated genes. The comparison of the JWXS group and the model group revealed 283 DEGs, with 266 upregulated and 17 downregulated genes. 

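Between the JWXS and model groups, 144 genes passed the same thresholds, of which 8 were higher and 136 lower in the JWXS group than in the model group. Taking the fold change as the ratio of the group means of scaled FPKM moved this count most, to 247 genes, with 27 higher and 220 lower in the JWXS group. On the FPKM as deposited, where the median log2 fold change of all genes was 0.24, 25.6% of the DEGs were higher in the JWXS group, against 5.6% after scaling. The largest changes by the same rule were in LOC102554637, at a log2 fold change of -10.72 (standard error 0.57, adjusted p = 1.42e-06 from limma), and LOC683849, at -10.64 (standard error 0.55, adjusted p = 1.42e-06 from limma). Next were Cela3b, Cpa1 and Ctrb1. No overlap between the 4 JWXS and 4 model libraries was found for 1111 genes.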

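Across both comparisons, 71 genes were DEGs in each, and all 71 changed in opposite directions. Of these, 69 were higher in the model group than in the control group and lower in the JWXS group than in the model group, and 2 moved the other way. Both comparisons use the same model libraries and so share their chance values. In 100 simulations without a difference between groups, the median overlap was 2 genes and the highest was 30. Without model replicate 2, the overlap fell to 38 genes. With adjusted p-values under 0.05 and the same fold change, the choice that moved it most as a ratio, it was 17 genes. Of the 71 genes, 18 belonged to the pancreatic enzyme, acinar and islet lists. The lists leave out trypsin genes that are among the 71, such as LOC102554637, LOC286960 and Prss3, so 18 is a lower limit for pancreatic genes.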

Overall, 105 genes were differentially expressed.

**Fig. 3:**
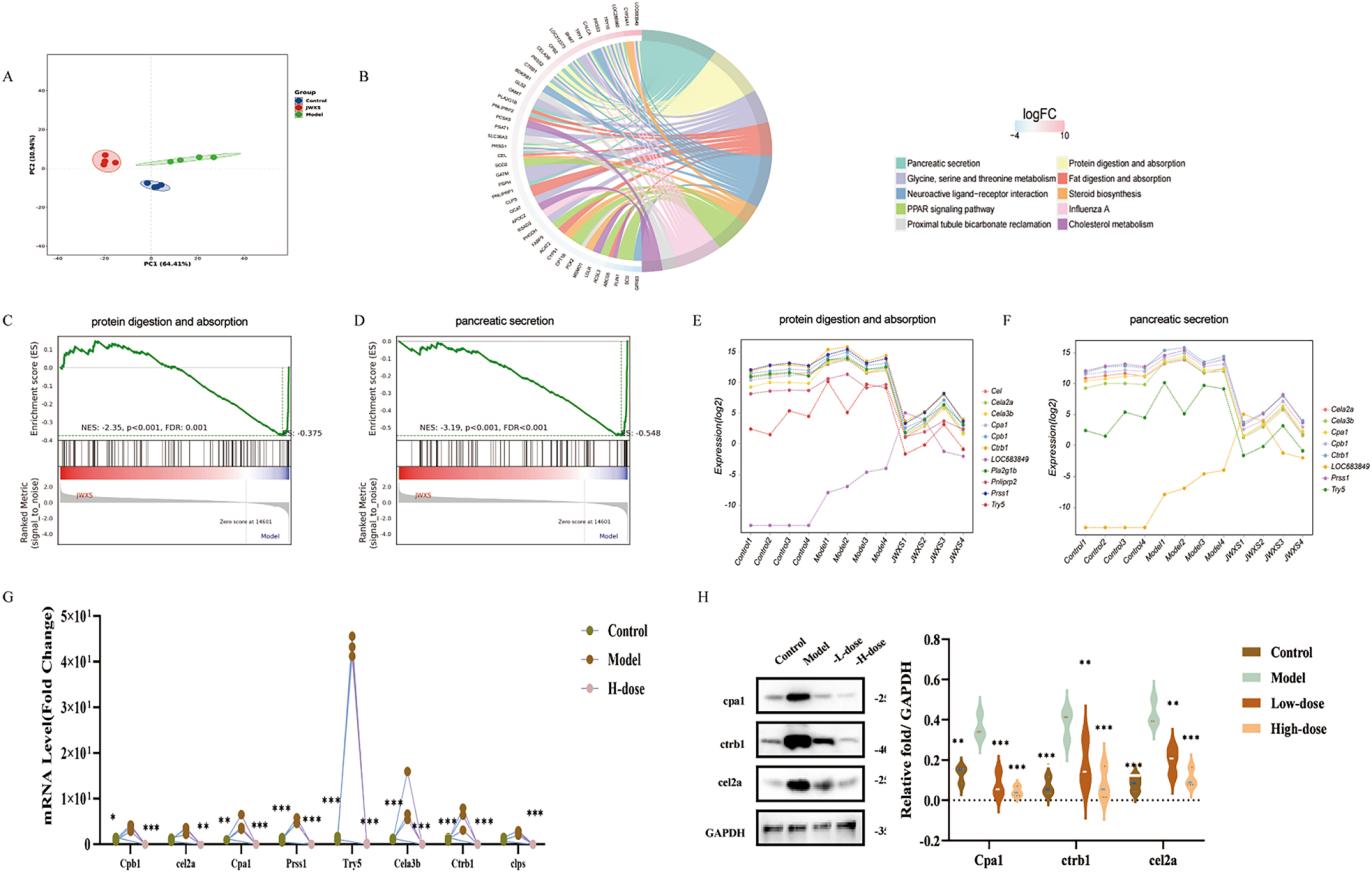
Transcriptome data analysis and validation. **A** PCA diagrams among the control, model and JWXS groups. **B** KEGG pathways significantly enriched with the 105 differential genes. **C** GSEA plot for protein digestion and absorption pathway. **D** GSEA plot for pancreatic secretion pathway. **E** Expression tendency of DEGs of protein digestion and absorption pathway. **F** Expression tendency of DEGs of pancreatic secretion pathway. **G** 8 validated genes by qRT-PCR. **H** WB experiments analysis. GraphPad Prism 8.0 was used for statistical analyses, *P < 0.05, **P < 0.01, ***P < 0.001

Enrichment analysis was performed to categorize functional pathways among 105 DEGs with *p* values < 0.05. As shown in Fig. S1B, the GO enrichment results revealed significant gene clustering in biological processes related to digestion (*p* = 6.97E−10), response to peptide hormones during processing (*p* = 4.76E−07), response to food processing (*p* = 9.86E−04), etc. Additional insights from the cellular component and molecular function GO analyses were presented in Fig. S1C. In addition, the KEGG enrichment demonstrated a predominant concentration of these genes in pathways associated with the digestive system, including pancreatic secretion (*p* = 3.00E−20), protein digestion and absorption (*p* = 3.98E−14) and neuroactive ligand‒receptor interaction (*p* = 2.29E−7), as shown in Fig. 3B. Additionally, the GSEA results suggested that the protein digestion and absorption and pancreatic secretion pathways whose genes were affected by JWXS on a large scale were potentially enriched in the model group and were reversed after JWXS treatment (Fig. 3C, D). 

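The KEGG gene sets were not used here, and the 12 genes formed by those of Fig. 3E and 3F and the 8 genes chosen for qRT-PCR were tested as a set in their place. The study chose these genes on the same libraries, so this test is not independent evidence. The median log2 fold change of the set was 2.15 between the model and control groups, with all 12 genes higher, and -9.65 between the JWXS and model groups, with all 12 lower. In limma's camera test with an inter-gene correlation of 0.01, the adjusted p-values were 1.27e-10 and 3.75e-37. Under limma's fry test the adjusted p-values were 0.00722 and 1.04e-05. With the correlation estimated from the data, the adjusted p-value of camera was 0.114 for the model group and 0.0108 for the JWXS group. Quantile normalization lowered the first median most among the alternatives set before the data were examined, to 1.18. Between the JWXS and control groups the median was -7.30, with all 12 genes lower. A list of 20 pancreatic acinar genes that the paper does not name had 19 members among the genes tested, with a median log2 fold change of 1.31 between model and control and of -6.57 between JWXS and model. Pnlip, the gene of pancreatic lipase and a member of that list, was at 1555 ± 609 FPKM in the control group (SD, n = 4), 3262 ± 1769 FPKM in the model group (SD, n = 4) and 11.8 ± 18.0 FPKM in the JWXS group (SD, n = 4), and its model and control libraries overlapped.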

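LOC683849, a trypsin gene that shares close paralogs, was at 8.47 ± 4.08 FPKM in the control group (SD, n = 4), 8675 ± 5599 FPKM in the model group (SD, n = 4) and 5.08 ± 3.00 FPKM in the JWXS group (SD, n = 4). Its difference between the JWXS and control groups was within the spread of the libraries (log2 fold change -0.62, standard error 0.55, adjusted p = 0.665 from limma). This does not show a return to the control state. Prss1, another trypsin gene, was at 87.5 FPKM in the JWXS group and 6896 FPKM in the control group. LOC683849 stood at 3.22% to 28.2% of Prss1 in the JWXS libraries, against 0.0677% to 0.183% in the control libraries. Cel was at 2515 ± 560 FPKM in the control group (SD, n = 4), 7219 ± 4852 in the model group (SD, n = 4) and 21.2 ± 34.1 in the JWXS group (SD, n = 4). The control and model libraries overlapped for Cel (two-sided exact permutation test, p = 0.0571). Pla2g1b had a log2 fold change of 2.13 between model and control (standard error 0.73, adjusted p = 0.194 from limma) and Pnliprp2 one of 1.94 (standard error 0.54, adjusted p = 0.113 from limma), each without overlap between the libraries. Between JWXS and control, the log2 fold change was -8.03 for Cel, -7.30 for Pla2g1b and -5.94 for Pnliprp2.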

The expression tendencies of DEGs related to protein digestion and absorption and the pancreatic secretion pathway were displayed in Fig. 3E, F.

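Of the 71 genes that were DEGs in both comparisons, 30 had a mean FPKM of at least 2 in each of the 3 groups. These 30 genes included 12 of the pancreatic enzyme, acinar and islet lists and 6 of the 8 genes chosen for qRT-PCR. They also included trypsin genes outside the lists, such as LOC102554637, LOC286960 and Prss3. With adjusted p-values under 0.05 the count of 30 fell to 12 genes, the largest move as a ratio. Requiring an FPKM of at least 2 in every library left 24 genes, and requiring it of the mean over the 12 libraries left 60.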

To further validate key regulatory genes and minimize false-positive results, twenty-eight key differentially expressed genes with FPKMs ≥ 2 were identified. Coincidentally, 8 of these DEGs were significantly enriched in the pancreatic secretion pathway and the protein digestion and absorption pathway. Subsequently, eight genes involved in digestive processes, namely, trypsin-5 (try5), chymotrypsin B1 (ctrb1), chymotrypsin-like elastase family member 2A (cel2a), chymotrypsin-like elastase family member 3B (cel3b), carboxypeptidase A1 (cpa1), carboxypeptidase B1 (cpb1), colipase (clps) and serine protease 1 (prss1), were selected for verification by qRT‒PCR analysis. 

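All 8 genes had a higher mean in the model group than in the control group, and 6 of them, Try5, Ctrb1, Cela2a, Cela3b, Cpa1 and Cpb1, passed the thresholds for DEGs, each with no overlap between the 4 and the 4 libraries (two-sided exact permutation test, p = 0.0286 for each). For Try5 this holds only after scaling, since in the deposited FPKM the lowest model library, at 34.4, lay below the highest control library, at 41.4. Clps (p = 0.114 from the exact permutation test) and Prss1 (p = 0.0571 from the exact permutation test) overlapped between the groups. With adjustment over all 12439 genes, 1 of the 8, Try5, had an adjusted p-value under 0.05 between model and control. This call depends on the processing. Over the alternatives set before the data were examined, apart from leaving out a library, the adjusted p-value from limma ranged from 0.0191 to 0.0782 for Try5. For Cela3b it ranged from 0.0274 to 0.121. With adjustment over the list alone, 6 of the 8 were under 0.05. The paper chose the list on these libraries, so the count over the list alone is not independent evidence. Try5 was at 17.9 ± 17.9 FPKM in the control group (SD, n = 4), 639 ± 464 in the model group (SD, n = 4) and 2.66 ± 4.17 in the JWXS group (SD, n = 4). Cela3b was at 903 ± 197 FPKM in the control group (SD, n = 4), 8973 ± 6494 in the model group (SD, n = 4) and 16.8 ± 25.0 in the JWXS group (SD, n = 4). Ctrb1 was at 5920 ± 1717 FPKM in the control group, 33596 ± 21085 in the model group and 81.2 ± 118.7 in the JWXS group (SD, n = 4 each). The log2 fold change between model and control was 3.33 for Cela3b (standard error 0.80, adjusted p = 0.0791 from limma), 2.60 for Ctrb1 (standard error 0.82, adjusted p = 0.155 from limma) and 2.53 for Cpa1 (standard error 0.82, adjusted p = 0.168 from limma). It was 2.17 for Cpb1, 1.87 for Cela2a, 1.86 for Prss1 and 1.44 for Clps. Between the JWXS and model groups, all 8 genes were DEGs and lower in the JWXS group, with log2 fold changes from -9.94 for Cela3b to -7.48 for Try5, and all 8 had an adjusted p-value under 0.05 from limma. Genes of the pancreas lists took 12.0% to 42.7% of the summed FPKM of the model libraries and 0.507% to 0.746% in the JWXS libraries. Differing amounts of pancreatic tissue on the dissected duodenum are a candidate explanation. These falls alone therefore do not show that JWXS regulated the 8 genes. The JWXS group was also below the control group for all 8 genes, with log2 fold changes from -8.14 for Clps (adjusted p = 0.00016 from limma) to -2.30 for Try5, whose libraries overlapped (adjusted p = 0.344 from limma). In the JWXS group, 1 library, replicate 3, was above the other 3 for each of the 8 genes. Actb, the reference gene of the qRT-PCR, was at 3790 ± 133 FPKM in the control group (SD, n = 4), 2757 ± 728 in the model group (SD, n = 4) and 3432 ± 463 in the JWXS group (SD, n = 4), and its log2 fold change after scaling was -0.20 between model and control (adjusted p = 0.534 from limma). With quantile normalization it was -1.11 (adjusted p = 0.00996 from limma).

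**Figure D2:**
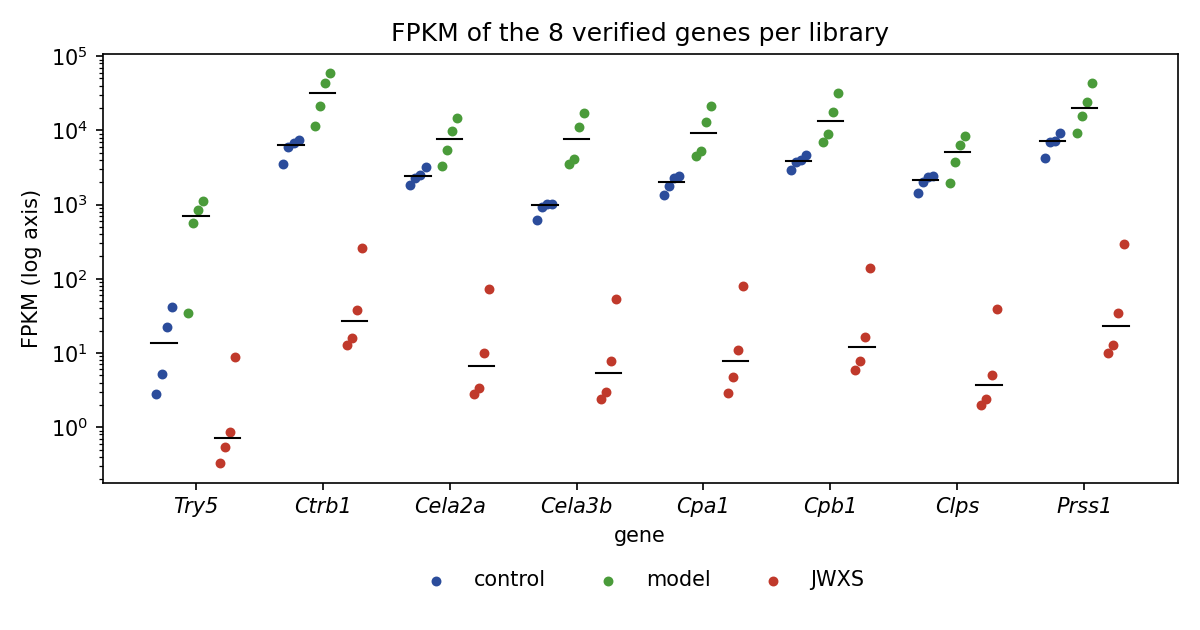
Deposited FPKM (vertical log axis) of the 8 verified genes (horizontal axis), with 1 point per library in the control, model and JWXS groups and a black line at each group's median. For Ctrb1 the control libraries lie between 3529 and 7486 FPKM, the model libraries between 11486 and 58337 and the JWXS libraries between 13.0 and 259.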

Compared with those in the control group, the contents of the 8 DEGs in the model group were significantly increased, whereas they were only expressed at low levels in the JWXS group (Fig. 3G). This phenomenon suggested that model rats might require increased absorption to counteract the effects of a high-protein diet [27]. Furthermore, three representative proteins (ctrb1, cel2a, and cpa1) were selected for additional validation (Fig. 3H). Compared with those of the control, the protein levels of these genes markedly increased in the model group. Postadministration, a certain degree of normalization of protein expression was observed.

### Composition of bacterial and fungal communities

The microflora is an important factor that causes dyspepsia. To consistently assess the impact of a high-calorie diet in detail, faecal samples were collected for sequencing at two key stages: after one week and at the conclusion of the dietary modelling period. The samples were categorized into distinct groups for analysis, which were named as follows: control1, model1, JWXS_L1 (low dose of JWXS), and JWXS_H1 (high dose of JWXS), followed by control2, model2, JWXS_L2, and JWXS_H2 in the subsequent stage.

### Variation in the gut bacterial structure

In this study, we assessed the variation at various taxonomic levels. Biological information statistical analysis was conducted on OTUs at a similar level of 97%. The Venn diagram revealed 301 common OTUs at one week and 327 at the end of the modelling period (Fig. 4A). The α diversity was subsequently used to reflect the species richness and evenness. On the basis of the OTU statistical results, the Chao1, Sobs, Ace and Shannon indices were employed to analyze the species change trends. The Sobs and Chao1 indices were used to describe the number of species, whereas the Shannon index was used to depict species diversity. As shown in Fig. 4B, there were no significant differences in the four parameters. Notably, overall species diversity increased with continuous consumption of high-calorie diets. In contrast, the species diversity of the model group displayed a downwards trend in all indicators compared with that of the control group. A recovery in these parameters was observed after JWXS treatment, which aligned with previous findings [4]. In terms of the results, JWXS could increase the richness of the gut microbiota.

**Fig. 4:**
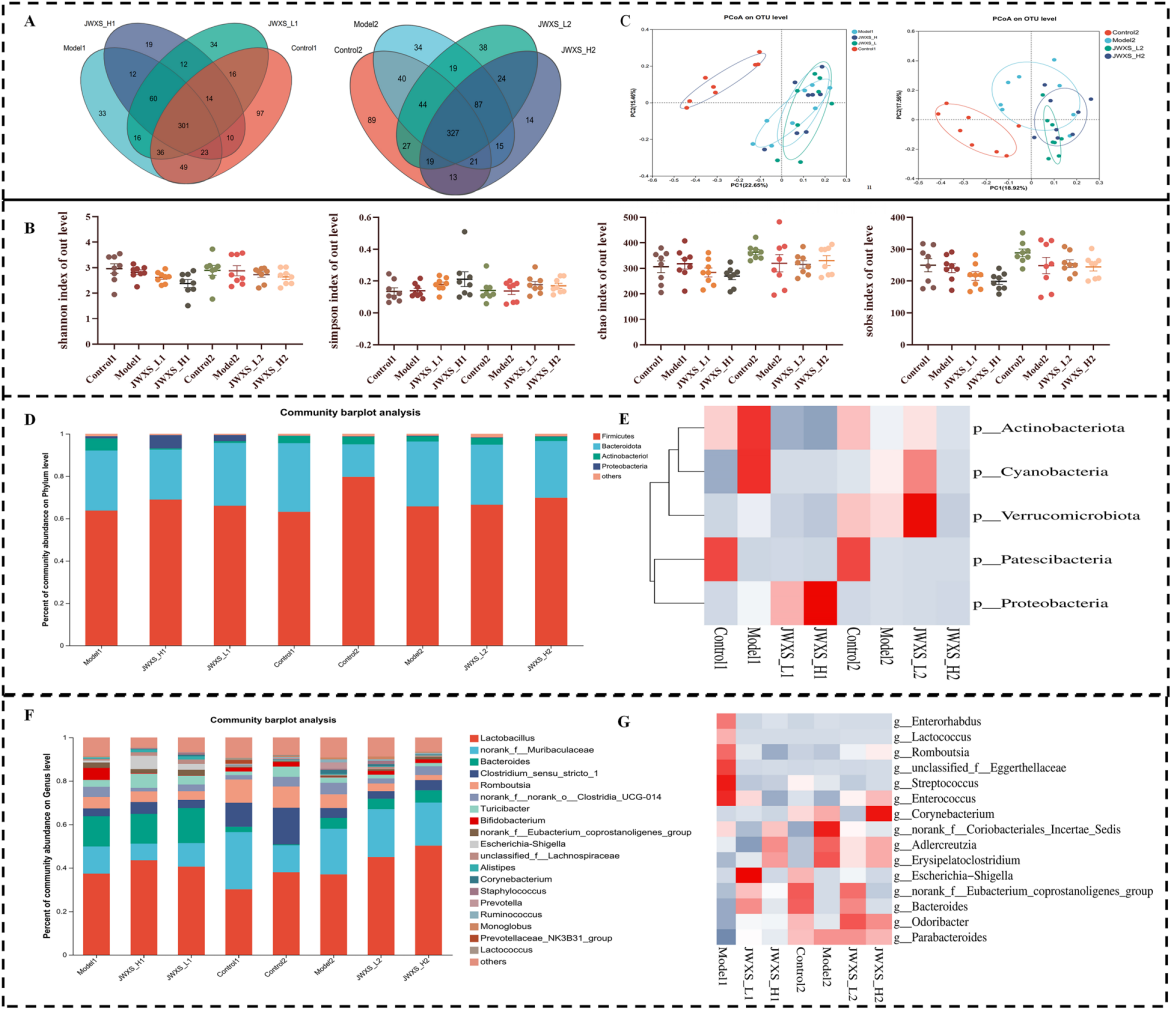
Variation in gut bacteria structure. Data were presented as mean ± sem (n = 8). GraphPad Prism 8.0 was used for statistical analyses. *P < 0.05, **P < 0.01, ***P < 0.001. **A** venn diagrams analysis at 1 week (left) and 2 week (right). **B** Effects of JWXS treatments on Chao, Simpson, Sobs and Shannon diversity indices. **C** PCoA of beta diversity analysis at 1 week (left) and 2 week (right). **D**, **E** Diagram of species structure and differential species at phylum levels in gut microbiota analysis. **F**, **G** Diagram of species structure and differential species at genus levels in gut microbiota analysis

With respect to the beta diversity, Bray‒Curtis-based principal coordinate analysis revealed distinct clustering of microbe communities (Fig. 4C). Interestingly, the distance between the JWXS group and the model group increased over time, implying that JWXS treatment revitalized gut microbiota homeostasis. At the phylum level (Fig. 4D), Firmicutes (63.76%), Bacteroidetes (28.41%), Proteobacteria (1.01%), and Actinobacteria (5.70%) accounted for the largest proportions. One-way ANOVA revealed that, compared with those in the control group, the abundances of Actinobacteria, Cyanobacteria, Proteobacteria, and Verrucomicrobiota significantly increased in the model1 group, whereas the abundance of Patescibactera decreased (Fig. 4E, p < 0.05). After two weeks, the overall abundances of Actinobacteria, Cyanobacteria, Verrucomicrobiota, and Patescibacteria in each group increased, but the abundances of Actinobacteria and Cyanobacteria in the model2 group were significantly lower than those in the model1 group. Verrucomicrobiota and Patescibacteria had the opposite results. In addition, the abundance of Proteobacteria in each group significantly decreased. However, the contents in the JWXS treatment group exhibited the opposite trend, and there was no direct correlation with dosage.

Furthermore, the taxonomic genera with significant differences in abundance among the groups at the genus level were analyzed. At the genus level (Fig. 4F), the dominant genera were *Lactobacillus* (37.39%), *Bacteroides* (13.90%), *norank_F_Norank_O_ Clostridia_UCG-014* (12.50%), *Clostridium_Sensu_Stricto_1* (3.57%) and *Romboutsia* (5.29%). Forty-eight differential species were filtered by one-way ANOVA. The heatmap only showed the top 15 differential microbial communities (Fig. 4G). Compared with those in the control1 group, the abundances of *Enterorhabdus*, *Lactococcus*, *Romboutsia*, *Bacteroides* and *Parabacteroides* tended to increase in the model1 group. Instead, the abundances of *Enterorhabdus, Lactococcus, Romboutsia, unclassified_f_Eggerthellaceae*, *Streptococcus* and *Enterococcus* were decreased after 2 weeks. *Corynebacterium*, *norank_f_Coriobacteriales_Incertae_Sedis*, *Adlercreutzia*, *Erysipelatoclostridium*, *Bacteroides*, *Odoribacter*, *Parabacteroides Escherichia-Shigella*, and *norank_f_Eubacterium_coprostanoligenes* were downregulated in the model2 group compared with the control2 group. After the administration of JWXS, the abundance of each genus approached that of the control group, but there was still no correlation with dosage.

In summary, JWXS administration appeared to normalize the abundance levels of each genus, suggesting its potential for ameliorating flora disorders.

### Variation in the gut mycobiome structure

Researchers have proposed that the sources of fungi in the oral cavity and diet could explain all the fungi present in the faeces of healthy subjects, indicating that diet has a significant effect on the composition of intestinal fungi [15]. Hence, the fungal floras were also analyzed. ITS2 analysis revealed changes in the gut mycobiome structure, with 50 common OTUs initially and 81 after two weeks (Fig. 5A). As a result, with the construction of the model, the richness of the species in each group increased. In other words, the microorganism structure changed. As shown in Fig. 5B, no significant changes in the Chao1, Shannon, Sobs and Ace indices were detected. Similar to the variation in bacterial flora, the diversity and abundance of the overall fungal flora increased after two weeks compared with one week. However, compared with the control group, the high-calorie diet of the model2 group significantly reduced fungal diversity. Moreover, the changes in fungal flora were more obvious than those in bacterial flora. Moreover, the PCoA diagram (Fig. 5C) revealed that there was a significant difference among the control2, model2 and JWXS2 groups, with the JWXS dosage showing no correlation with microbial community regulation.

**Fig. 5:**
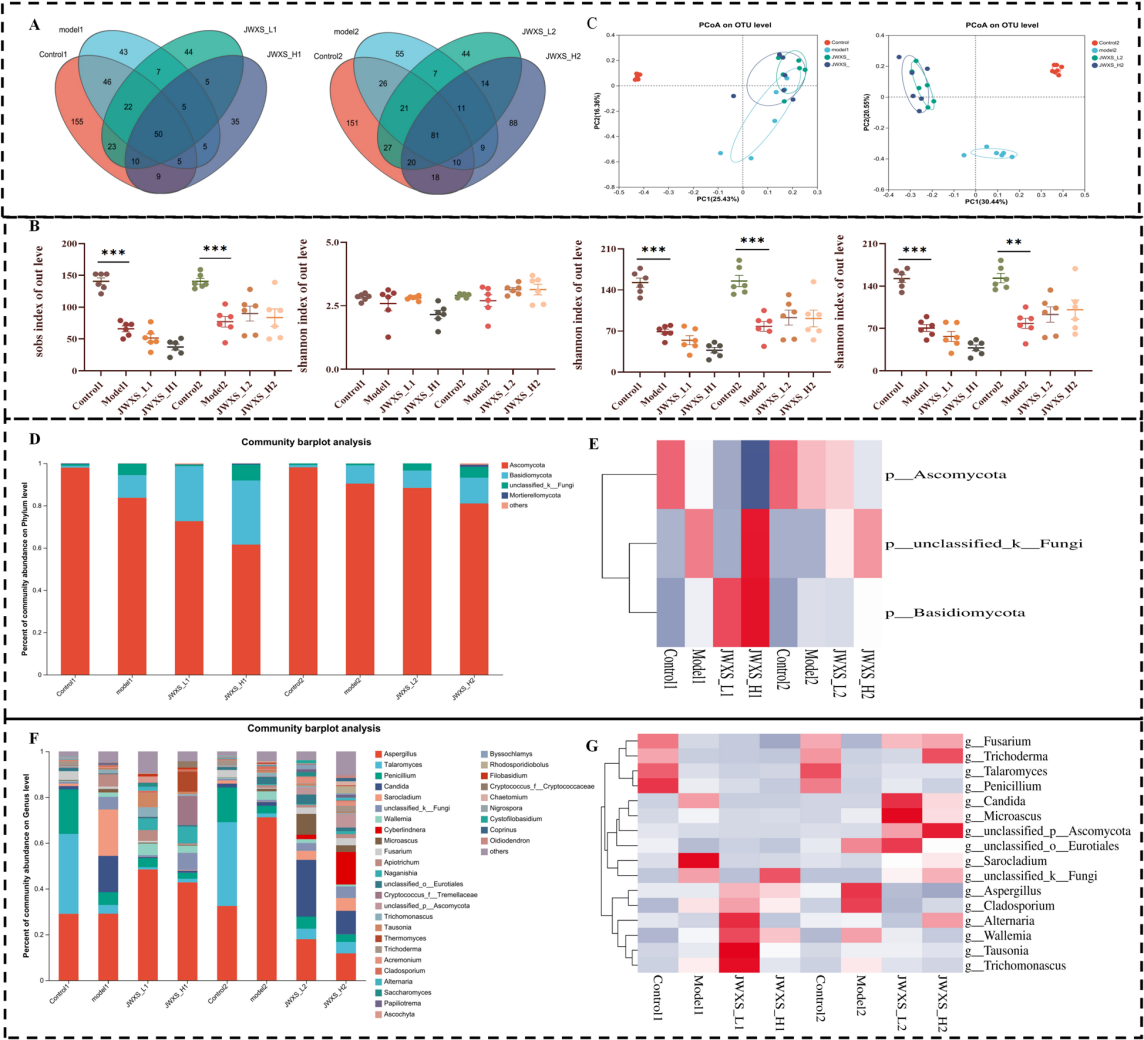
Variation in gut mycobiome structure. Data were presented as mean ± sem (n = 8). GraphPad Prism 8.0 was used for statistical analyses. *P < 0.05, **P < 0.01, ***P < 0.001. **A** venn diagrams analysis at 1 week (left) and 2 week (right). **B** Effects of JWXS treatments on Chao, Simpson, Sobs and Shannon diversity indices. (**C**) PCoA of beta diversity analysis at 1 week (left) and 2 week (right). **D**, **E** Diagram of species structure and differential species at phylum levels in gut microbiota analysis. **F**, **G** Diagram of species structure and differential species at genus levels in gut microbiota analysis

A bar chart was drawn based on the composition and abundance of each group at the phylum and genus levels (Fig. 5D). At the phylum level, the most represented genera were Ascomycota (98%) and Basidiomycota (0.8%). Compared with JWXS administration for 1 week, after two weeks of JWXS administration, the Ascomycota level was downregulated, whereas the Basidiomycota level was upregulated (Fig. 5E). At the genus level (Fig. 5F), the main genera were *Aspergillus, Talaromyces, Candida, Sarocladium* and *Wallemia*. Sixteen differentially abundant genera were identified via one-way ANOVA (Fig. 5G). Compared with those in the control2 group, the richness of *Fusarium*, *Trichoderma*, *Talaromyces*, *Penicillium*, *Microascus*, and *Sarocladium* tended to decrease in the model2 group, whereas the levels of *Aspergillus*, *Candida, Cladosporium*, *Alternaria*, *Wallemia*, *Tausonia* and *Trichomonascus* were increased. As expected, the trend was reversed after JWXS was gavaged, but no correlation with dose was found.

### Differential expression levels of SCFAs in the high-calorie diet

The concentration of SCFAs in the intestine is largely influenced by the composition of the gut microbiota, including the fibre content, digestion time and metabolic flux between the host and microorganisms. SCFAs, crucial bacterial metabolites, play a vital role in human health. In this study, seven major SCFAs were quantified in faecal samples from the control, model and JWXS groups. As shown in Fig. 6A, compared with those in the control2 group, the levels of AA, VA, IVA and HA were significantly lower in the model2 group. In contrast, the levels of IBA, BA and PA increased, although only IBA was significantly different. Following JWXS treatment, the levels of most SCFAs, except for BA, PA, and HA, were adjusted in the opposite direction to the changes observed in the model2 group. These dynamic shifts in SCFAs might be attributable to the continuous accumulation of food. Furthermore, the changes in SCFA content between the JWXS-treated and model2 groups after two weeks were more pronounced than those observed after one week. One week after JWXS administration, some SCFA levels nearly aligned with those of the model1 group. Thus, AA, VA, IVA, and IBA need to be followed with interest.

**Fig. 6:**
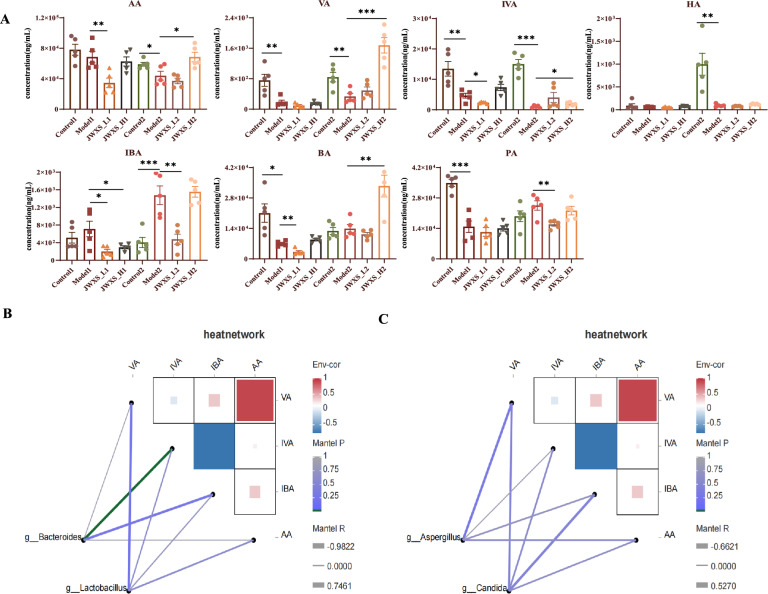
Differential SCFAs identification. Data were presented as mean ± sem (n = 8). GraphPad Prism 8.0 was used for statistical analyses. *P < 0.05, **P < 0.01, ***P < 0.001. (**A**) Seven kinds of SCFAs were detected. **B** Mantel test revealed compositional shifts between bacteria and SCFAs. (**C**) Mantel test revealed compositional shifts between mycobiome and SCFAs

### Integrated analysis of interactions among genes, fungi, SCFAs and bacteria

The Mantel test was subsequently used to identify associations among bacterial fungi and SCFAs. *Lactobacillus*, *Bacteroides, Aspergillus,* and *Candida* accounted for a large portion of the genera and fungi, respectively. Among them, the relative abundances of these microorganisms were consistently altered during model construction. Compared with those of the model group, the opposite results were observed after JWXS treatment. As shown in Fig. 6B, C, *Lactobacillus* and *Bacteroides* were positively correlated with VA, AA and IVA and were negatively correlated with IBA*.* Surprisingly, completely opposite behaviors were observed for the fungal flora.

A Spearman correlation heatmap displaying the relationships between the DEGs and bacterial flora is shown in Fig. S2A, B. At the genus level, there were negative correlations between the genes (cel, cel2a, cel3b, clps, cpab1, ctrb1, gcat, ggh, loc102554637, pnliprp2, pla2g1b, prss1, reg1a) and *Lactobacillus* and *Bacteroides*. Conversely, *Aspergillus* had a significant positive correlation with these genes.

## Discussion

JWXS, which originated from the Ming Dynasty's Jianpi Pill, is widely recommended for its ease of use and long-term benefits. It is especially beneficial for elderly individuals and children.

JWXS comprises five herbs that maintain the gut. Chemical analysis revealed that *Citrus Reticulatae pericarpium* predominantly contained flavonoids. As reported, pure total flavonoids, including naringin, hesperidin, narirutin, and neohesperidin, can effectively relieve intestinal barrier dysfunction [28]. *Pseudostellariae Radix* consists primarily of cyclic peptides and amino acids, which are known to enhance the absorptive functions of the small intestine. *Crataegi* Fructus is characterized by its alkaloid and organic acid contents, which are associated with digestive aid, lactation support, and anticolitic properties [18]. Polysaccharides are recognized as effective ingredients in *Dioscorea Rhizom*. The ability of Chinese yam polysaccharidein (CYP) to promote gut health is intricately linked to its interactions with gut microbes. In addition, CYPs have potential as anti-inflammatory adjuvants in enteritis therapy [15]. *Hordei Fructus Germinatus* contains both flavonoids and organic acid compounds, with the latter reportedly enhancing gastrointestinal motility in mice and counteracting atropine-induced intestinal smooth muscle relaxation [29].

Bacterial metabolites are important sources of gastrointestinal motility. As reported previously, SCFAs in dietary fibre are fermented by symbiotic bacteria in the gut [30]. In addition to, serving as an important energy source for gastrointestinal motility, they can also directly activate the intestinal nervous system to regulate the synthesis and secretion of certain gastrointestinal hormones by intestinal endocrine cells. The levels of SCFAs were deemed to decrease in functional dyspepsia rats, which aligns with our findings [31].

In this study, AA, VA, IVA and HA were downregulated significantly in the model2 group compared with those in the control2 group, whereas IBA, BA, and PA were upregulated. After JWXS administration, the abundance levels of AA, VA, IVA and IBA approached those of the control2 group, and there was no dose deviation. During model development, the trend for different SCFAs varied slightly, indicating that SCFAs might be predictors of dyspepsia. Numerous experiments on animals have confirmed that SCFAs regulate intestinal motility in relation to their physiological concentrations [32]. Intestinal motility was enhanced at SCFA concentrations of 10–100 mmol/L but inhibited when concentrations exceeded 100 mmol [33]. Therefore, the concentration of SCFAs directly affects colonic motility. In this study, we observed that JWXS could significantly modulate alterations in AA, VA, IVA, and IBA. VA, BA, and IVA are associated primarily with lipid metabolism and inflammation. Given that the gastrointestinal tract is notably impacted by indigestion, the vesicular protrusions observed on the stomach surface in our study might be linked to inflammation and dynamic changes in SCFAs. AA, constituting a major portion of SCFAs in the intestine, is pivotal in regulating internal pH and maintaining environmental stability. AA is produced by various bacteria, including *Lactobacillus*. Through Pearson correlation analysis, *Lactobacillus* and *Bacteroides* were found to be positively correlated with VA, AA, and IVA. Studies have indicated that AA can effectively maintain mucosal integrity, reduce intestinal barrier permeability, and decrease the penetration of harmful substances by increasing the expression of tight junction proteins in host intestinal epithelial cells, thereby improving indigestion [34]. Additionally, AA can regulate the composition of the gut microbiota, increase the number of beneficial bacteria, reduce the number of pathogenic bacteria, increase the number of SCFA-producing bacteria, and increase faecal and serum SCFA levels [35]. This finding aligns with those of with our study, which revealed a significant decrease in the levels of VA, AA, and IVA in the faecal samples of the model group through targeted metabolomics. After JWXS administration, VA, AA, and IVA all exhibited a certain degree of recovery. Similarly, the contents of the major genera *Lactobacillus* and *Bacteroides* also increased following administration. *Lactobacillus* and *Bacteroides* were reported as beneficial bacteria, indeed played a positive role in improving conditions of indigestion. For instance, *Lactobacillus* could break down cellulose and other indigestible substances in food, promoting digestion and nutrient absorption [35]. *Bacteroides* played a crucial role in regulating the composition of the gut microbiota and promoting the production of short-chain fatty acids (SCFAs) in the intestine [36]. In addition to bacteria and viruses, the human gastrointestinal tract hosts a significant fungal population, these form a complex biological network which must maintain a balanced state within the body. [37]. A crucial homeostatic mechanism arises from microbial competition, which keeps the relative abundance of microbial species in a healthy balance. A decrease in bacterial abundance was followed by an increase in fungal abundance in the model group, demonstrating a certain competitive relationship between them. Fungi might indirectly affect the production of SCFAs by influencing the activity of these bacteria [38], and SCFAs might also serve as potential regulatory factors in the symbiotic and pathogenic mechanisms of fungi [39]. Fungal growth and reproduction within the host can cause intestinal damage and potentially trigger inflammatory bowel disease. In our study, differential and Pearson correlation analyses revealed that the levels of *Aspergillus* and *Candida* significantly increased in the model group. The increase in *Aspergillus and Candida* bacteria might invade intestinal epithelial cells, resulting in impaired intestinal barrier function, increased intestinal permeability, and ultimately indigestion. JWXS administration significantly reduced the levels of these fungal species [40]. Changes in the gut microbiome were a common manifestation of pancreatic damage and characterized by a reduction in Firmicutes and Actinobacteria and an increase in the Bacteroidetes phylum. The pancreas may be affected not only by direct colonization by bacteria but also by small molecules arising from dysbiosis of the gut microbiota [41, 42]. The pancreas releases proteases (such as PRSS, CTRB1, CELA, CPA, and CPB) into the small intestine to further digest proteins into smaller peptides and amino acids. Undigested proteins reach the distal colon, where colonic bacteria ferment them. This process generates short-chain fatty acids (SCFAs), which are important for colon health. This study also revealed that dietary proteins, particularly elastin and collagen, can be metabolized by both bacterial and fungal enzymes in the small intestine, highlighting the complex interactions between dietary components and the microbiome.

Animal and clinical studies have elucidated the influence of the gut microbiota on several pathogenic mechanisms, including impaired gastrointestinal motility, visceral sensitivity, immune activation, increased mucosal permeability and alterations in the gut‒brain axis [7]. Spearman correlation revealed the relationships between the DEGs and the bacterial flora. Notably, *Lactobacillus* and *Bacteroides* presented significant negative correlations among genes (cel, cel2a, cel3b, clps, cpab1, ctrb1, gcat, ggh, loc102554637, pnliprp2, pla2g1b, prss1, and reg1a). Similarly, a significant postive correlation was observed with the fungal community. Therefore, these key DEGs warranted further attention in our research. Further enrichment analysis focused on the pancreatic secretion pathway. Previous research has indicated that genes such as cel3b, cpa1, ctrb1, prss1, clps, cel2a, cpb1, and try5 are secreted into the pancreas as proenzymes or cofactors. For example, prss1 encodes a pancreatic proenzyme, a member of the serine protease family [43], which is secreted by the pancreas and activated in the small intestine. Clps, cofactors essential for the efficient hydrolysis of dietary fats by pancreatic lipase, are exclusively expressed in pancreatic acinar cells, suggesting the presence of tissue-specific regulatory elements. These genes are associated with the risk of pancreatitis.

Cel3b, prss1, and clps primarily aid in fat digestion, promoting fat absorption. On the other hand, cpa1, cpb1, try5, cel2a, and ctrb1 are involved in the breakdown of dietary proteins to facilitate protein digestion. WB-based quantitative validation of Cpa1, cel2a, and ctrb1 revealed that the demand for digestive enzymes increased with a high-protein diet. Meanwhile, *Lactobacillus* and *Bacteroides* decreased and *Aspergillus* increased in the model group. This implied that indigestion caused by high-protein diets might be reflected at the genetic level as an increased demand for digestive enzymes, and at the microbiota level as a reduction in the content and types of beneficial bacteria, along with an increase in pathogenic fungi. JWXS might contribute to alleviating conditions of indigestion and maintaining stable pancreatic secretion. Pancreatic enzyme secretion is a crucial factor influencing poor digestion in the body [44].

The in vivo action process corresponding to these interactions is depicted in Fig. 7. The overall process highlights the importance of protein digestion for nutrient absorption and the role of the gut microbiota in fermenting undigested proteins, contributing to the gut environment and potentially to overall health.

**Fig. 7:**
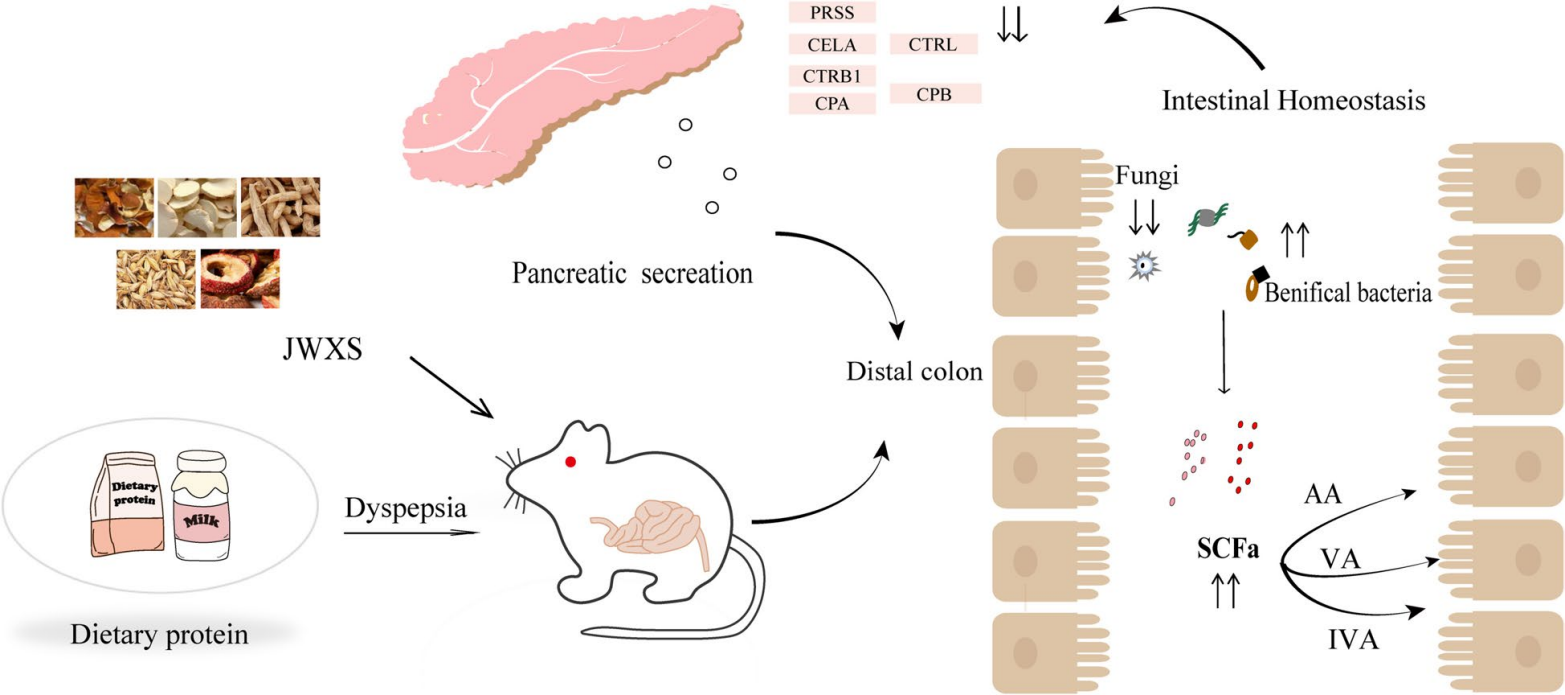
The dyspepsia induced dysbiosis of gut microbiota, metabolites and genes leading to significant differences in the predicted functional profiles

Indeed, we acknowledged that there were limitations to our study. The identification of active components was primarily conducted through network pharmacology screening, and a more in-depth investigation of these components was warranted. Furthermore, the competitive relationship between bacteria and fungi had yet to be sufficiently validated through experimentation. Therefore, we proposed that future studies incorporate in *vivo* activity assays and co-cultivation techniques to enhance the inference of causal relationships.

## Conclusion

In our research, we tentatively or unambiguously identified a total of 105 chemical compounds, including 56 flavonoids, 11 alkaloids, 1 triterpenoid, 11 organic acids, 10 cyclic peptides, 3 amino acids, 2 sugars, and 11 compounds from other classes. This identification was achieved through comparisons with standard substances and literature references. Additionally, we successfully established a dyspepsia model in rats via a high-calorie diet. JWXS was proven to improve gastrointestinal function damage in immature rats fed a high-calorie diet via polypharmacology verification. Our transcriptomic analysis and gut microbiota interaction studies provide compelling evidence that JWXS exerts its digestive effects primarily through the pancreatic secretion signalling pathway, involving key genes such as try5, cel2a, ctrb1, cel3b, cpa1, cpb1, prss1 and clps. Furthermore, the critical genes were validated by RT-qPCR and WB experiments.

Importantly, our study represented the first investigation into continuous-state microbiota changes during indigestion. We observed significant microbiota (bacteria and fungi) alterations mediated by SCFAs such as AA, IVA, and VA. An analysis of the main genera of bacteria and fungi revealed that *Lactobacillus* and *Bacteroides* were significantly reduced in the model group, whereas *Aspergillus* and *Candida* were significantly increased. Further validation via metabolomics revealed that AA, IVA, and VA were significantly reduced in the model group, with positive correlations with *Lactobacillus* and *Bacteroides* and negative correlations with *Aspergillus* and *Candida*. These findings suggest that JWXS might achieve the goal of treating indigestion by alleviating microbial disturbances.

These findings lay a theoretical foundation for understanding the digestion mechanism of JWXS in immature rats. This knowledge not only expands the potential applications of JWXS but also provides a valuable reference for its rational use in treating dyspepsia.

## Supplementary Information

Additional file 1.

Additional file 2.

Additional file 3.

## Data Availability

The RNA-seq data of duodenum presented in the study are deposited in the GEO data, accession number is GSE245835. The fungal and bacterial sequencing data can be obtained from BioProject PRJNAPRJNA1030804 and PRJNA1030796.

## Abbreviations

AA: Acetic acid
BA: Butyric acid
Clps: Colipase
CYP: Chinese yam polysaccharidein
Ctrb1: Chymotrypsin B1
Cel2a: Chymotrypsin-like elastase family member 2A
Cel3b: Chymotrypsin-like elastase family member 3B
Cpa1: Carboxypeptidase A1
Cpb1: Carboxypeptidase B1
Prss1: Serine Protease 1
DEGs: Differential expressed genes
GB: Giga base
HA: Hexanoic acid
IVA: Isovaleric acid
IBA: Isobutyric acid
4-MA: 4-Methylvaleric acid
JWXS: Jianwei Xiaoshi Oral Liquid
KEGG: Kyoto Encyclopedia of Genes and Genomes
GO: Gene ontology
PA: Propionic acid
PCA: Principal component analysis
Prss1: Serine Protease 1
RT-qPCR: Real-time quantitative PCR
SD: Sprague Dawley
SEM: Standard error of the mean
TCM: Traditional Chinese medicine
Try5: Trypsin-5
VA: Valeric acid

# Supplementary material for: Jianwei Xiaoshi oral liquid attenuates high-calorie diet-induced dyspepsia in immature rats via regulating the pancreatic secretion pathway and maintaining the homeostasis of intestinal microbiota
**Source:** Chin Med. 2025 Jan 4;20:6. doi: 10.1186/s13020-024-01052-3
**Supplement:** Supplementary file 1 — Additional file 1.

**Table S1 Primer sequences of 8 differentially expressed genes**

| gene symbol | Primer | 5' to 3' |
| --- | --- | --- |
| Cela2a | Forward primer | GCATGATGTGAGCAGGGTA |
|  | Reverse primer | CTGAACAGCCAGTGAGCC |
| Cela3b | Forward primer | GACGCCGTTCCCTACAGT |
|  | Reverse primer | GGTGCGAGAAGTCGAGATG |
| Cpa1 | Forward primer | CCCCATTGATGTCAGAGTG |
|  | Reverse primer | ATCCAGCGTATGATAGGTG |
| Cpb1 | Forward primer | CTTGTCACTCAGAGCGTCAT |
|  | Reverse primer | CCACAGGCAGAACATAGAA |
| Ctrb1 | Forward primer | GCTCCTGTCCTGCTTTGC |
|  | Reverse primer | ACCCAGTCCTCGCTGATG |
| Prss1 | Forward primer | CCCTTTGGAAGATGATGAC |
|  | Reverse primer | TTGGATGCGGGATTTGTA |
| Try5 | Forward primer | GAGGGCAATGAGCAGTTT |
|  | Reverse primer | GAGCAGGTCTGGGTTGTT |
| Clps | Forward primer | GCTCTGCTTGTAACCCTCG |
|  | Reverse primer | GCACTCGCTGTTCTCCAT |
| β-actin | Forward primer | TTCGCCATGGATGACGATATC |
| internal reference | Reverse primer | TAGGAGTCCTTCTGACCCATAC |

**Table S2 ADME parameters information of each compound**

| Molecule | Formula | MW | GI absorption | Lipinski #violations | Ghose #violations | Veber #violations | Egan #violations | Muegge #violations | Bioavailability Score | source |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Gramine | C_11_H_14_N_2_ | 174.24 | High | Yes | Yes | Yes | Yes | No | 0.55 | A |
| Synephrine | C_9_H_13_NO_2_ | 167.21 | High | Yes | Yes | Yes | Yes | No | 0.55 | C |
| L-Leucine | C_6_H_13_NO_2_ | 131.17 | High | Yes | No | Yes | Yes | No | 0.55 | B |
| 1,7-Bis(4-hydroxyphenyl)-3,5-heptanediol | C_19_H_24_O_4_ | 316.39 | High | Yes | Yes | Yes | Yes | Yes | 0.55 | C |
| N-methyltyramine | C_9_H_13_NO | 151.21 | High | Yes | No | Yes | Yes | No | 0.55 | A |
| Hordenine | C_10_H_15_NO | 165.23 | High | Yes | Yes | Yes | Yes | No | 0.55 | A |
| Phloroglucinol | C_6_H_6_O_3_ | 126.11 | High | Yes | No | Yes | Yes | No | 0.55 | D |
| Phenylalanine | C_9_H_11_NO_2_ | 165.19 | High | Yes | Yes | Yes | Yes | No | 0.55 | A,B |
| D-Pantothenic Acid | C_9_H_17_NO_5_ | 219.23 | High | Yes | No | Yes | Yes | Yes | 0.56 | B |
| Vanillic acid | C_8_H_8_O_4_ | 168.15 | High | Yes | Yes | Yes | Yes | No | 0.85 | B |
| Coumaroyl-hydroxyagmatine | C_14_H_20_N_4_O_3_ | 292.33 | High | Yes | Yes | Yes | Yes | Yes | 0.55 | A |
| Feruloyl putrescine | C_14_H_20_N_2_O_3_ | 264.32 | High | Yes | Yes | Yes | Yes | Yes | 0.55 | A |
| p-Coumaroylagmatine | C_14_H_20_N_4_O_2_ | 276.33 | High | Yes | Yes | Yes | Yes | Yes | 0.55 | A |
| Sinapoyl agmatine | C_16_H_24_N_4_O_4_ | 336.39 | High | Yes | Yes | Yes | No | Yes | 0.55 | A |
| Eucomic acid | C_11_H_12_O_6_ | 240.21 | High | Yes | Yes | Yes | Yes | Yes | 0.56 | B |
| Caffeic acid | C_9_H_8_O_4_ | 180.16 | High | Yes | Yes | Yes | Yes | No | 0.56 | D |
| Quercetin | C_15_H_10_O_7_ | 302.24 | High | Yes | Yes | Yes | Yes | Yes | 0.55 | B,D,E |
| Diosmetin | C_16_H_12_O_6_ | 300.26 | High | Yes | Yes | Yes | Yes | Yes | 0.55 | C |
| Hannokinol | C_19_H_24_O_4_ | 316.39 | High | Yes | Yes | Yes | Yes | Yes | 0.55 | B |
| 9,10-dihydroxy-8-oxo-12-octadEcenoic acid | C_18_H_32_O_5_ | 328.44 | High | Yes | Yes | No | Yes | Yes | 0.56 | A |
| Pinellic Acid | C_18_H_34_O_5_ | 330.46 | High | Yes | Yes | No | Yes | Yes | 0.56 | A |
| Hesperetin | C_16_H_14_O_6_ | 302.28 | High | Yes | Yes | Yes | Yes | Yes | 0.55 | C |
| Isosinensetin | C_20_H_20_O_7_ | 372.37 | High | Yes | Yes | Yes | Yes | Yes | 0.55 | C |
| 5,6,7,3,4',5'-hexamethoxyflavone | C_21_H_22_O_8_ | 402.39 | High | Yes | Yes | Yes | Yes | Yes | 0.55 | C |
| Tetramethoxyflavone | C_19_H_18_O_6_ | 342.34 | High | Yes | Yes | Yes | Yes | Yes | 0.55 | C |
| 5，6，7，4'-tetramethoxyflavone | C_26_H_24_O_7_ | 448.46 | High | Yes | Yes | Yes | Yes | Yes | 0.55 | C |
| Batatasin III | C_15_H_16_O_3_ | 244.29 | High | Yes | Yes | Yes | Yes | Yes | 0.55 | B |
| Limonin | C_26_H_30_O_8_ | 470.51 | High | Yes | Yes | Yes | Yes | Yes | 0.55 | C |
| 5,7,8,3,4',5'-hexamethoxyflavone | C_21_H_22_O_8_ | 402.39 | High | Yes | Yes | Yes | Yes | Yes | 0.55 | C |
| 5,7, 4'-trimethoxyflavone | C_18_H_16_O_6_ | 328.32 | High | Yes | Yes | Yes | Yes | Yes | 0.55 | C |
| Sinensetin | C_20_H_20_O_7_ | 372.37 | High | Yes | Yes | Yes | Yes | Yes | 0.55 | C |
| Nobiletin | C_21_H_22_O_8_ | 402.39 | High | Yes | Yes | Yes | Yes | Yes | 0.55 | C |
| Tetramethoxyflavone isomer | C_19_H_18_O_6_ | 342.34 | High | Yes | Yes | Yes | Yes | Yes | 0.55 | C |
| Liquiritigenin | C_15_H_12_O_4_ | 256.25 | High | Yes | Yes | Yes | Yes | Yes | 0.55 | B |
| 9,10-dihydroxy-12Z-octadecenoic acid | C_18_H_34_O_4_ | 314.46 | High | Yes | Yes | No | Yes | Yes | 0.56 | A |
| Gardenin A | C_21_H_22_O_9_ | 418.39 | High | Yes | Yes | Yes | Yes | Yes | 0.55 | C |
| Maslinic acid | C_30_H_48_O_4_ | 472.7 | High | Yes | No | Yes | No | No | 0.56 | B |
| Vanillin | C_8_H_8_O_3_ | 152.15 | High | Yes | No | Yes | Yes | No | 0.55 | D |
| Acacetin | C_16_H_12_O_5_ | 284.26 | High | Yes | Yes | Yes | Yes | Yes | 0.55 | D |
| Batatasin I | C_17_H_16_O_4_ | 284.31 | High | Yes | Yes | Yes | Yes | Yes | 0.55 | B |
| Catechin | C_15_H_14_O_6_ | 290.27 | High | Yes | Yes | Yes | Yes | Yes | 0.55 | B |
| Epicatechin | C_15_H_14_O_6_ | 290.27 | High | Yes | Yes | Yes | Yes | Yes | 0.55 | B |
| Syringic acid | C_9_H_10_O_5_ | 198.17 | High | Yes | Yes | Yes | Yes | No | 0.56 | B |

^A^ *Hordei Fructus* Germinatus.; ^B^ *Dioscoreae Rhizoma*; ^C^ *Citrus Reticulatae Pericarpium;* ^D^ *Crataegi* Fructus; ^E^ *Pseudostellariae Radix*.

How the deposited data were processed for this re-analysis (not part of the article)

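Duodenum RNA of 12 rats, 4 each of the control, model and JWXS groups, was measured by RNA-seq. The authors deposited 1 FPKM value per gene and library, for 18232 genes, made from reads trimmed with fastp, mapped to mRatBN7.2 with HISAT2 and quantified with Cufflinks, with HTSeq-count named for counts. For the comparison of groups, the paper's methods name DESeq (2012) and the paper's results name DESeq2. Software versions beyond these names, the strand setting and the annotation release are not stated in the text of the paper. The counts themselves were not used here.

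The low FPKM of a gene are whole multiples of 1 step, which gives the relative depth of the libraries and the reads behind each value. All 18232 genes could be solved in this way, which is partly a matter of construction for genes with few distinct values; of the gene lengths implied, 99.96% were whole numbers. On 567 simulated genes, 100% were recovered exactly. The recovered reads totalled 34.8 to 37.9 M per library. They were used for depth, for a floor of 3 reads and for an alternative test, and never for the main test. A fold against a group whose libraries all hold 3 reads or fewer is given as a lower bound. The floor covers counting error only, since PCR copies are not independent molecules. Every pair of libraries within a group differed by more than sampling noise, with a chi-square per gene from 40.8 to 655 on the recovered reads, so each library was counted as 1 replicate.

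The FPKM were divided by median-of-ratios factors, and genes with a mean FPKM of at least 0.5 were kept, which left 12439. Values were taken as log2(scaled FPKM + 1), and fold changes are on that scale unless stated otherwise. limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend) was fitted to all 12 libraries, with contrasts for model against control, JWXS against model and JWXS against control. DEGs had an unadjusted p-value under 0.05 and a fold change above 2 or below 0.5. Adjusted p-values are Benjamini-Hochberg over the genes of a comparison. Gene sets were tested with limma's camera at an inter-gene correlation of 0.01, and with fry. Single genes also had a two-sided exact permutation test on the same values. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

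The limma step was tested on simulated data, with reads drawn for the real genes and library sizes and 200 genes changed by known folds. Of the 194 changed genes among the 12395 tested, 100% were called, and 4.9% of the calls were unchanged genes. The simulation used a single dispersion of 0.03, far below the spread of the enzyme genes between rats, so this recovery is optimistic for them.

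Genes named in the text are those the paper names from the RNA-seq, those of Fig. 3E and 3F, Actb, members of gene lists fixed before the data were examined, and for each comparison the 5 genes with the largest log2 fold change among those with an adjusted p-value under 0.05 and no overlap between groups, of which 1 is not reported here. Thrsp, Cldn2, Slc11a2 and Cybrd1 were chosen after their values were seen, and so was the choice of Scd, Apoc2, Cyp24a1, Adipoq, Psat1, Tff2 and LOC312273 out of their lists. The lists cover the 8 verified enzymes, the genes of Fig. 3B, 3E and 3F, the genes the paper set against the flora, acinar genes the paper does not name, acinar regulators, islet, enterocyte, Brunner's gland, smooth muscle, adipose and lymphoid genes, cholesterol synthesis, serine and glycine metabolism, and the endoplasmic reticulum stress response. Alternatives fixed before the data were examined covered the scaling, the pseudocount, the filter, the groups in the fit, robust variances, the replicate number as a block, the adjustment of p, the ratio of group means and each library left out in turn. limma's voom on the recovered reads and a fit with an acinar score as a covariate were chosen after seeing the data.

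Gene names are those of the deposited values; 16516 of the 18232 symbols, and 433 more as synonyms, were found in the annotation of assembly GRCr8, which was used only for names and neighbours because the authors mapped to another assembly. No coordinates are given. GC content was not analysed here, and neither were the qRT-PCR, protein and flora measurements.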

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

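In this part, the test on JWXS replicate 3, the count of acinar genes and the simulations were chosen after the result was seen, and the splits of JWXS and control before. In each group of 4 libraries, the gap between the highest or lowest library and its nearest neighbour was compared with the range of the group. The comparison covered 122 groups of values, for many but not all of the genes named in the text and for the library measures. Zg16, Tff2 and Klk1 were among the genes not covered. Zg16 was highest in JWXS replicate 4, at 3382 FPKM, with the other JWXS libraries between 2268 and 2307. Chance gives about 6.1 groups beyond the critical value of this comparison (Dixon's Q at the level of 0.05), and 22 were beyond it. In 21 of the 22, replicate 3 was the highest JWXS library. The genes move together, so these are not independent.

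Among these genes, the FPKM in JWXS replicate 3 was 293 for Prss1, 259 for Ctrb1, 140 for Cpb1, 82.7 for Pla2g1b, 80.1 for Cpa1, 73.3 for Cela2a, 72.2 for Cel, 54.2 for Cela3b, 47.3 for Rnase1, 39.8 for Prss3b, 39.7 for Clps, 38.6 for Pnlip, 19.4 for Ctrl, 16.5 for LOC312273, 12.5 for Prss3, 8.92 for Try5, 8.35 for LOC286960, 2.98 for Sycn, 0.0751 for Ptf1a and 0.0640 for Ins1. For Ptf1a and Ins1 these are 4 reads and 1 read, and the other JWXS libraries hold 0, so these cases rest on almost no reads. Depth does not account for this, since the deepest and shallowest of the 12 libraries differ by a factor of 1.09. Of the 20 acinar genes that the paper does not name, 16 were highest in replicate 3 among the JWXS libraries. A trace of pancreatic tissue in that library is a candidate explanation that this test leaves standing. A weaker response of that rat to JWXS stays open and was not tested. Without JWXS replicate 3 the median log2 fold change of the enzyme set between JWXS and model was -10.56, against -9.65 with it.

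Adipoq in the model group was lowest in replicate 4, at 0.616 FPKM, with the other libraries between 1.96 and 2.01. No technical or biological explanation was tested for this library.

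The text of the paper gives no count of DEGs between JWXS and control, and Fig. S1 was not used here. This comparison gave 126 DEGs, 24 higher and 102 lower in the JWXS group, and 1 of the 35 splits of the 8 libraries, the real one, gave as many. Of the 136 DEGs lower in JWXS than in model, 74 were also DEGs lower in JWXS than in control. Both comparisons share the JWXS libraries, and in 100 simulations without group differences the median of this overlap was 0.5 genes and the highest 10. Among the largest changes by the rule for named genes were log2 fold changes of -8.37 for Prss3b, -8.18 for Rnase1, -8.14 for Clps and -8.08 for Ctrl, each with an adjusted p-value from limma of 0.00016. No overlap between these groups was found for 1025 genes, where chance gives 2.86% of 12439.

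Ins1, an insulin gene that the paper does not discuss, had a mean of 38.5 FPKM in the model group and 18.2 FPKM in the control group, with overlapping libraries (two-sided exact permutation test, p = 0.286, n = 4 against 4). In the JWXS libraries it had at most 1 read, which makes it at least 201-fold lower than in model and at least 95.3-fold lower than in control. Ppy, another islet gene, had no reads in the JWXS libraries and was at least 137-fold lower than in model. These bounds rest on few libraries, since without model replicate 2 they fall to 126-fold for Ins1 and 60.0-fold for Ppy against model. The Ins1 bound against control falls to as low as 57.5-fold when 1 library is left out. Islet transcripts in a duodenum library may come from pancreatic tissue, and 17 of the 20 acinar genes that the paper does not name were lower in every JWXS library than in every control and model library. The other islet genes moved less. The median of the 7 islet genes tested was -0.52 between JWXS and model on the log2 scale, unchanged with Ins1 and Ppy at their bounds. This median is the value of Gcg. Sst stayed at 30.9 FPKM in JWXS and 29.4 FPKM in model, where Ins1 nearly vanished, so the listed genes do not follow 1 tissue. Their median therefore cannot show how much islet tissue was lost.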

How the results depend on the processing

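The added fits, limma's voom on the recovered reads and an acinar score as a covariate, were chosen after seeing the data. In every alternative to which they apply, the enzyme set and the acinar genes that the paper does not name kept their directions in both comparisons and their side of the threshold in camera at an inter-gene correlation of 0.01, and all 8 verified genes were lower DEGs in JWXS than in model. With the correlation estimated from the data, the adjusted p-values of camera between model and control were 0.114 and 0.163, so neither set passed there. PC1 was called moved where its share changed by more than the SD of the fits that each left out 1 library, and the lowest correlation where it changed by more than the SD of the libraries' lowest coefficients.

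The pseudocount moved the counts of DEGs. A pseudocount of 0.1 gave 193 DEGs between model and control (135 higher, 58 lower), 219 between JWXS and model (20 higher, 199 lower), 206 between JWXS and control, and 107 shared. A pseudocount of 0.01 gave 196, 233 and 233 DEGs in these comparisons. A smaller pseudocount widens the fold changes of genes with low FPKM by construction. With the ratio of group means the counts were 215, 247 and 205, with 124 shared. With adjusted p-values under 0.05, which pass fewer genes by construction, there were 31 DEGs between model and control, 57 between JWXS and control, 17 shared, 12 shared with FPKM of at least 2, and 1 verified gene higher in model. With voom there were 202, 227 and 211 DEGs. Reading the FPKM rule as a mean over the 12 libraries gave 60 shared genes.

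Quantile normalization left 2 of the 8 verified genes as DEGs higher in model, and the cause was not tested. It moved Actb to log2 fold changes of -1.11 between model and control (adjusted p = 0.00996 from limma), 1.19 between JWXS and model (adjusted p = 0.00214 from limma) and 0.0845 between JWXS and control. On the FPKM as deposited, 51.6% of the DEGs between model and control were higher, against 86.8%, and 25.6% of those between JWXS and model, against 5.6%; the median of all genes shifted by -0.23 and 0.24 on the log2 scale.

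PC1 held 50.8% of the variance on the FPKM as deposited, 46.5% with a pseudocount of 0.01, 56.5% with a mean FPKM of at least 2, 36.1% without the pancreas lists and 17.6% at unit variance. The lowest correlation was 0.909 with a pseudocount of 0.01, 0.955 with no filter, 0.896 with a mean FPKM of at least 2, 0.955 without the pancreas lists and 0.950 with Spearman's coefficient. The cause of these moves was not tested.

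Across the 12 fits that each left out 1 library, the DEGs ranged from 87 to 156 between model and control, with 14 to 26 of them lower in model (25 without model replicate 2 and 26 without model replicate 3, against 14), from 134 to 160 between JWXS and model and from 113 to 143 between JWXS and control. The shared DEGs ranged from 38 (without model replicate 2) to 100, those with FPKM of at least 2 from 23 to 43, and the verified genes higher in model from 4 to 8. The enzyme set ranged from 1.69 to 2.56 and from -10.56 to -9.17, the acinar genes from 0.90 to 1.80 and from -6.95 to -6.33, PC1 from 50.5% to 55.3% and the lowest correlation from 0.925 to 0.941 (without model replicate 2). Actb between JWXS and model, at 0.04 with all libraries, ranged from -0.0459 (without JWXS replicate 4) to 0.1295 (without JWXS replicate 1), and was also below 0 without JWXS replicate 2 (-0.0184) and model replicate 2 (-0.0104).

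With the acinar score in the fit of control and model, there were 98 DEGs, 54 of them higher, 2 verified genes higher, and an enzyme set median of 0.53. The log2 fold changes of Clps (-0.174), Cel (-0.0926) and Ins1 (-0.97) changed sign. The score takes up what the acinar genes share, so genes that follow them lose their difference. Try5 rose from 5.19 to 6.42, but its standard error rose as well, from 1.04 to 1.54. Its adjusted p-value from limma was 0.16 with the score, against 0.0425 in the main fit. For the single genes named, the log2 fold changes under the alternatives set before the data were examined were tallied. Apart from leaving out a library, 797 stayed the same, 45 were weaker, 23 stronger and 1 reversed (Actb between JWXS and control). Leaving out a library left 949 the same, 80 weaker, 12 stronger and 3 reversed (Actb between JWXS and model).

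Libraries with the same replicate number did not deviate together, with correlations of their deviations from -0.193 to 0.151 over 12 pairs, so the numbers do not pair the rats. With the replicate block, there were 105, 145 and 128 DEGs and 70 shared.

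Depth limits the genes near the floor of 3 reads, among them Ins1, Ppy and Try10 in JWXS and Cyp24a1 in control, for which only lower bounds of a fold can be given.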

Differences from the paper's values

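Between model and control, the paper reports 243 DEGs, 161 upregulated and 82 downregulated, and the values here are 106, 92 and 14. The total came within 1.5 times of the paper's with a pseudocount of 0.1 (193), a pseudocount of 0.01 (196) and the ratio of group means (215), among the alternatives set before the data were examined. The upregulated count did so under the same settings (135, 132 and 153) and without model replicate 3 (130), and the downregulated count with these settings (58, 64 and 62) and on the FPKM as deposited (60). None of the other alternatives set before the data were examined did. voom on the recovered reads, chosen after seeing the values, gave 202 DEGs, 133 higher and 69 lower.

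Between JWXS and model, the paper reports 283 DEGs and the value here is 144. The same settings brought it within 1.5 times (219, 233 and 247), and the other alternatives set before the data were examined did not. The paper gives 266 of its DEGs as upregulated and 17 as downregulated in this comparison, whereas here 136 were lower and 8 higher in JWXS than in model. Counted the other way round, as model against JWXS, the values here are 136 higher against the paper's 266 and 8 lower against the paper's 17. On that scale the higher count came within 1.5 times with a pseudocount of 0.1 (199), a pseudocount of 0.01 (211) and the ratio of group means (220), and the lower count with quantile normalization (22), a pseudocount of 0.1 (20), a pseudocount of 0.01 (22) and without JWXS replicate 1 (17), JWXS replicate 3 (21) or model replicate 2 (12). The others did not. voom on the recovered reads, chosen after seeing the values, gave 227 DEGs, 206 of them lower and 21 higher in JWXS. None of the alternatives gave more DEGs higher than lower in JWXS than in model.

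In Fig. 3E and 3F, read by eye, LOC683849 is drawn at about -13 on the log2 scale in the control group and at a mean of about -6 in the model group. The mean log2 FPKM in the deposited values is 2.90 in control and 12.84 in model. The alternatives do not change the deposited values. In the figure the line of this gene is higher in JWXS than in model, whereas in the deposited values LOC683849 fell by 10.64 on the log2 scale between the JWXS and model groups.

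The paper counts Clps and Prss1 among the DEGs that it verified. Here their log2 fold changes between model and control were 1.44 (adjusted p = 0.372 from limma) and 1.86 (adjusted p = 0.337 from limma), and neither passed the thresholds for DEGs. All 8 verified genes passed with the compared groups alone in the fit, without JWXS replicate 3 and without model replicate 3, and 7 of the 8 passed without JWXS replicate 1. voom on the recovered reads, chosen after seeing the values, gave 7 of the 8. The other alternatives gave 6 or fewer.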

Other observations

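In this part, the tests of pancreatic tissue, of composition and of the splits for the DEGs were set before the data were examined, except that the count of acinar genes used for the tissue test was defined after the values were seen; all other tests were chosen only after the result was seen.

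The real grouping of the 8 libraries was the only 1 of 35 splits with as many DEGs in each of the 3 comparisons. It was also the only 1 of 35 with as large a median of the enzyme set between model and control and between JWXS and model, and of the acinar genes that the paper does not name between JWXS and model. Between model and control, 4 of the 35 splits gave as large a median of those acinar genes. For the verified genes, 2 of the 35 splits gave 6 or more DEGs between model and control, and 2 of 35 gave all 8 between JWXS and model, a count that cannot go higher.

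The digestive enzymes measured here are abundant products of pancreatic acinar cells, and the deposited values show other acinar genes moving with them. Genes of the pancreas lists took 5.87% to 9.91% of the summed FPKM of the control libraries, 12.0% to 42.7% in the model libraries and 0.507% to 0.746% in the JWXS libraries. Most of the JWXS share came from Zg16, a list member whose JWXS mean was 66.2% of its control mean. The share therefore understates the fall of the other listed genes. Of the 20 acinar genes that the paper does not name, 17 were lower in every JWXS library than in every control and model library. Of the 20, 14 had a JWXS mean under 5% of the control mean, a limit chosen after the values were seen, and the other 6, Bhlha15, Nr5a2, Klk1, Aqp12a, Zg16 and Spink1, were above it. The 19 of these genes that were tested had a median log2 fold change of -6.57 between JWXS and model, against -9.65 for the enzyme set. This gap narrowed with a pseudocount of 0.01, to -8.74 for the acinar genes not named by the paper and -9.90 for the enzyme gene set, so much of it comes from the pseudocount. Between model and control the medians at a pseudocount of 0.01 were 1.37 and 2.15. The regulators Ptf1a and Rbpjl fell as well, with log2 fold changes of -3.04 and -3.85 at a pseudocount of 1, which understates them, and Bhlha15 was at -2.18. The other regulators, Nr5a2 (-0.03), Gata4 (-0.04) and Xbp1 (-0.52), overlapped between JWXS and model. The prediction set before the data were examined also had the islet genes move by a factor similar to that of the enzymes. This was met only in part. Ins1 fell at least 201-fold and Ppy at least 137-fold, while Iapp was at -1.64 between JWXS and model and overlapped. Iapp had only 5 to 15 reads in the JWXS libraries. Ins2, which was not in the fit, was at 0.101 FPKM in JWXS and 0.679 FPKM in model, without overlap. The median of the 7 islet genes tested was -0.52 between JWXS and model. It cannot decide the prediction, because listed genes such as Sst kept their level in JWXS while Ins1 nearly vanished. A composition effect of FPKM does not account for the pattern, since the enzyme set stayed at -9.68 with the pancreas lists left out of the scaling. Depth differed by a factor of 1.09 at most. The 3904 genes with lengths in the range of the enzyme genes had a median of -0.03. Acinar genes outside the protease families had a median of -5.85, which argues against reads shared between paralogs as the whole cause. A candidate explanation is that the dissected duodenum carried differing amounts of pancreatic tissue, and the 17 acinar genes fit what it predicts for JWXS. A change in transcription of pancreatic cells under the diet and JWXS would move these genes too, and was not tested.

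Some trypsin genes moved further than this. With the acinar score in a fit of control and model, the log2 fold change was 8.41 for LOC683849, 7.21 for LOC102554637, 5.61 for LOC286960 and 2.73 for LOC312273, with adjusted p-values from limma of at most 0.00172, whereas those of Prss1 and Clps were 0.13 and -0.17. The amount of tissue alone does not account for the smallest of these, 2.73. Reads moving between paralogs would leave their sum alone, but the reads summed over 10 trypsin genes were higher in model by 1.04 on the log2 scale with the score in the fit (standard error 0.20), which argues against this as the whole cause. The sum cannot speak to reads left uncounted because they map to more than 1 gene, since these would change it. Prss3b was at -0.64 with the score (standard error 0.34), so some reads may have moved, and the values of single members stay uncertain. In GRCr8, 6 trypsin genes lie within a stretch of 7 protein-coding genes, and LOC683849, LOC286960 and LOC312273 were not placed there by symbol. A change of these genes in the acinar cells of model rats is a hypothesis found and tested on the same data. In 14 genes, 11 higher and 3 lower, the adjusted p-value was under 0.05 in this fit, among them Psat1 (2.14) and Apoc2 (1.76).

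LOC683849 stood at 3.22% to 28.2% of Prss1 in the JWXS libraries and at 0.0677% to 0.183% in the control libraries. It was at most 0.109% of its model mean in the JWXS libraries and 0.146% in the control libraries. Reads carried over from the model libraries could give such a trace, since LOC683849 was at no larger a share of its model mean than Prss1 in any JWXS library; carry-over and low expression cannot be told apart here, because both predict a trace of this size.

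Against control, 17 genes were DEGs in the same direction in both groups on the high-calorie diet, where 2 of 100 simulations without group differences gave as many, with a median of 2 and a highest of 23. Apoc2 was higher by 1.62 in model and 1.06 in JWXS, with adjusted p-values from limma of 0.00399 and 0.0318, and Cldn2 by 1.03 and 1.14, with 0.0322 and 0.0139. Scd was at -1.90 in model and -1.92 in JWXS, with 0.0491 and 0.0443, and Thrsp at -1.34 and -1.47, with 0.0422 and 0.0222. Over the alternatives set before the data were examined, apart from leaving out a library, the adjusted p-values in model ranged from 0.00168 to 0.0109 for Apoc2, from 0.0123 to 0.0804 for Cldn2, from 0.0104 to 0.115 for Scd and from 0.00703 to 0.0848 for Thrsp, and in JWXS they reached 0.0715, 0.0588, 0.0925 and 0.0542. Slc11a2 (2.06 and 1.93) and Cybrd1 (1.40 and 1.45) were higher without passing adjustment. Cyp24a1 is listed at 0 in all 4 control libraries and above 0 in all 8 others, at least 53.6-fold higher in model and at least 136-fold higher in JWXS. Scd and Thrsp are also adipose genes, and Adipoq was at -1.59 in JWXS with an adjusted p-value from limma of 0.103, so less fat on the tissue and an effect of the diet (high-calorie feed and milk) cannot be told apart for Scd and Thrsp; the adipose list went both ways in model, with 2 genes higher and 4 lower, and had a median of -0.87 in JWXS against control, with 5 of 6 genes lower (adjusted p = 0.00533 from limma's camera, 0.0776 from fry).

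The other lists gave these median log2 fold changes between model and control and between JWXS and model. They were 2.35 and -9.71 for the verified enzymes, 1.55 and -2.34 for the genes of Fig. 3B, 2.17 and -9.66 for those of Fig. 3E, 2.57 and -9.77 for those of Fig. 3F and 2.13 and -9.58 for the genes set against the flora, all of which the study chose on these libraries. They were 0.02 and -0.01 for enterocyte genes, 1.47 and -2.04 for serine and glycine metabolism, 0.74 and -0.24 for cholesterol synthesis, 0.21 and -0.16 for the endoplasmic reticulum stress response, 0.65 and -1.35 for acinar regulators, -0.35 and 0.15 for smooth muscle, -0.19 and -0.32 for lymphoid genes, -0.15 and -0.37 for adipose genes, 0.46 and 0.16 for Brunner's gland (3 of 7 genes tested), 0.36 and -0.52 for islet genes and 0.70 and -1.64 for a narrower islet list. The Brunner's gland genes went both ways between JWXS and model, so their median decides nothing, and Tff2 was far lower in JWXS, at -7.54 against model (adjusted p = 1.38e-05 from limma) and -6.43 against control (adjusted p = 0.00016 from limma). The cause of this fall was not tested. Cholesterol synthesis was also higher in JWXS than in control, at 0.54 with all 20 genes higher. By fry, its adjusted p-values were 0.0116 in model and 0.0802 in JWXS against control. Of the genes the paper set against the flora, Reg1a was at 2.17 and -5.00, Gcat at 1.40 and -2.04 and Ggh at 2.13 and -3.18.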
